# Development of a novel Guinea Pig model producing transgenerational endothelial transcriptional changes driven by maternal food restriction and a second metabolic insult of high fat diet

**DOI:** 10.3389/fphys.2023.1266444

**Published:** 2023-10-24

**Authors:** Hillary H. Le, Matthew W. Hagen, Samantha Louey, Hagai Tavori, Kent L. Thornburg, George D. Giraud, Monica T. Hinds, Anthony P. Barnes

**Keywords:** maternal diet, transgenerational, endothelium, transcriptome, guinea pig (*Cavia porcellus*)

## Abstract

Developmental programming of chronic adverse cardiovascular health outcomes has been studied both using numerous human populations and an array of animal models. However, the mechanisms that produce transgenerational effects have been difficult to study due to a lack of developmentally relevant models. As such, how increased disease risk is carried to the second generation has been poorly studied. We hypothesized that the endothelium which mediates many acute and chronic vascular inflammatory responses is a key player in these effects, and epidemiological studies implicate transgenerational nutritional effects on endothelial health. To study the mutigenerational effects of maternal undernutrition on offspring endothelial health, we developed a model of transgenerational nutritional stress in guinea pigs, a translationally relevant precocial species with a relatively short lifespan. First- and second-generation offspring were subjected to a high fat diet in adolescence to exacerbate negative cardiovascular health. To assess transcriptional changes, we performed bulk RNA-sequencing in carotid artery endothelial cells, with groups stratified as prenatal control or food restricted, and postnatal control or high fat diet. We detected statistically significant gene alterations for each dietary permutation, some of which were unique to treatments and other transcriptional signatures shared by multiple or all conditions. These findings highlight a core group of genes altered by high fat diet that is shared by all cohorts and a divergence of transgenerational effects between the prenatal *ad libitum* and dietary restriction groups. This study establishes the groundwork for this model to be used to better understand the interplay of prenatal stress and genetic reprogramming.

## Introduction

The developmental origins of disease (DOHaD) is a well-established concept in which sub-optimal intrauterine conditions increase the risk of chronic cardiovascular and metabolic diseases (Heindel et al., 2015; Hoffman et al., 2017; Justulin et al., 2023). Adaptations made by the fetus in response to these adverse conditions may initially be subtle, but persist and amplify postnatally leading to organ and systems dysfunction. A secondary challenge or “second hit” may exacerbate these dysfunctions, accelerating the path to disease; indeed, several animal models indicate that the negative effects of a prenatal stress are not revealed until a secondary stressor is applied.

Increasing evidence indicates adverse developmental conditions may also produce multigenerational effects (Heard and Martienssen, 2014; Hagemann et al., 2021), but the challenge in investigating the mechanisms of these effects lies in a lack of suitable models. Life-course studies are time consuming, and choice of a suitable developmental model is important for translational value to human health (Chavatte-Palmer et al., 2016; Dickinson et al., 2016; Hammer et al., 2023). We have chosen to establish this transgenerational model in guinea pigs (*Cavia porcellus*) because of their similarities to humans including a hemochorial placenta, precocial organ development timelines, and plasma lipid profiles (Davies et al., 1961; Dwyer et al., 1992; Noonan, 1994; Cos et al., 2001; Fernandez, 2001; Carter, 2007).

Guinea pig offspring have been shown to be vulnerable to the effects of suboptimal intrauterine conditions, whether the stressor is disruption of maternal uterine artery blood flow (by acute ligation, ablation, or gradual restriction), maternal undernutrition, or litter size (Garris, 1983; Garris, 1984; Jones et al., 1984; Lafeber et al., 1984; Jansson et al., 1986; Carter and Detmer, 1990; Jansson and Persson, 1990; Jones et al., 1990; Widmark et al., 1990; Detmer et al., 1991; Widmark et al., 1991; Detmer et al., 1992; Dwyer et al., 1992; Persson and Jansson, 1992; Carter, 1993; Turner, 1997; Roberts et al., 2001; Briscoe et al., 2004; Carter et al., 2005; Cross and Mickelson, 2006; Turner and Trudinger, 2009; Thompson et al., 2011; Sarr et al., 2014; Thompson et al., 2014; Herrera et al., 2016; Horton et al., 2016; Sarr et al., 2016; Morrison et al., 2018). Uterine artery ablation may increase the likelihood of low birth weight (LBW) offspring (Sarr et al., 2014; Sarr et al., 2019) but when pups are born spontaneously, it is not clear whether pups were from the ablated uterine horn or the contralateral control horn; in studies like these, an arbitrary designation of LBW <25th percentile may be set to define “prenatally stressed” offspring separate to normal birth weight (“unstressed”) offspring. A subset of these designated LBW offspring may be naturally occurring (Horton et al., 2016), which mechanistically could have different programming effects from normally-growing offspring whose growth trajectory has been derailed in mid-to-late gestation. The combination of these two types of LBW offspring may explain some of the small effects reported by designating offspring by this method (Thompson et al., 2014; Horton et al., 2016); likewise some offspring from the ablated uterine horn may be born with “normal” birth weights, potentially having a different adaptive growth capacity than their littermates to maintain somatic growth, although no comment can be made at a tissue or organ level (Owens et al., 1987; Reynolds et al., 2005; Roberts et al., 2012). More recently, gradual constriction of the bilateral uterine arteries has been shown to produce an asymmetrical intrauterine growth restriction (IUGR) phenotype (with brain sparing and abdominal wasting) (Herrera et al., 2016) that may reflect a better measure of vulnerability to DOHaD than a mere reduction in birth weight. Thus, birth weight may have limited value in its use as a surrogate for sub-optimal intrauterine conditions.

Maternal undernutrition in guinea pigs leads to altered cholesterol and glucose homeostasis in offspring (Kind et al., 1999; Kind et al., 2003; Kind et al., 2005; Torres-Gonzalez et al., 2008; Nguyen et al., 2010), indicating this prenatal insult has long-term metabolic consequences in line with developmental programming, and unlike the vascular ablation model, all pups within a litter are known to have been subject to the same maternal insult, regardless of birth weight. Guinea pigs are also sensitive to high fat diets, with outcomes including altered cholesterol levels, atherosclerotic lesions, hepatic steatosis, and vascular dysfunction and stiffness (Weber and Tosi, 1971; Yount and McNamara, 1991; Fernandez et al., 1995; Fernandez et al., 1996; Sharman et al., 2008; Krieglstein et al., 2010; Rice et al., 2010; Rice et al., 2012; Ye et al., 2013; Thompson et al., 2014; Sarr et al., 2019). However, studies have not assessed the effects of maternal feed restriction that does not result in low birth weight nor the compounded effects of the secondary impact of high fat diet (HFD). For these reasons, we sought to develop a transgenerational model using guinea pigs to assess these questions by analyzing transcriptome of carotid endothelial cells.

Prenatal stress is known to blunt endothelium-dependent responsiveness (Torrens et al., 2009; Torrens et al., 2012; Thompson et al., 2014). Endothelial cells are directly involved in many cardiovascular diseases and inflammatory processes including atherosclerosis. Many studies have demonstrated a link between cardiovascular disease (CVD) and nutritional restriction with low birth weight and without low birth weight (Dodic et al., 1998; Dodic et al., 2002). A singular insult of food restriction has been studied in various animal models including guinea pigs. (Langley-Evans et al., 1996; Hawkins et al., 2000; Edwards and McMillen, 2001; Nevin et al., 2018). The combination of a moderate food restriction *in utero* with a second challenge of HFD later in life is understudied in animal models. We hypothesized endothelial dysfunction may not just underlie developmental programming in offspring but create epigenetic changes that impact the subsequent generations (DeRuiter et al., 2008; Gluckman et al., 2008; Ambrosini et al., 2020). Therefore, we chose to analyze the transcriptome of endothelial cells to identify genes that may be associated with increased risk of cardiovascular disease development.

## Methods

### Animal model

The study protocol approved by the Institutional Animal Care and Use Committee of Oregon Health and Science University (OHSU, IP00000012). The model design is illustrated in Figure 1.

**FIGURE 1:**
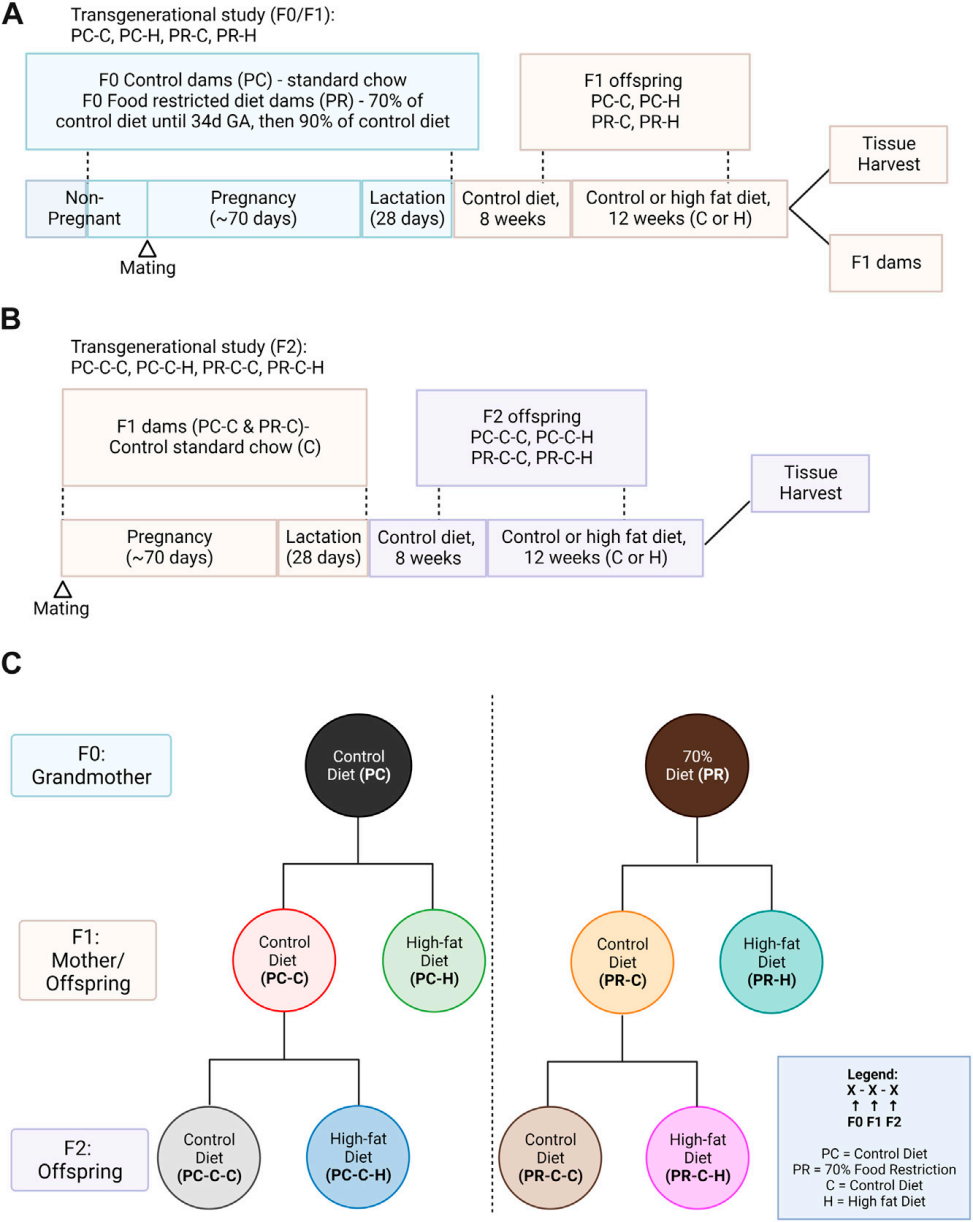
Study design. **(A)** F0 guinea pigs were fed a control *ad libitum* (PC) diet (*n* = 4) or restricted (PR) diet (*n* = 4) from the periconceptional period through lactation. F1 offspring were fed a control *ad libitum* diet until 8 weeks of age and which offspring received either an *ad libitum* high fat (−H) chow or remained on control *ad libitum* (−C) chow for 12 weeks. **(B)** A subset of PC-C and PR-C offspring were bred to determine the transgenerational effects of prenatal diet on the second generation; these F2 offspring were similarly exposed to the 12-week high fat diet from 8 weeks of age. **(C)** Overview of study group notation. Created with Biorender.com.

### F0 prenatal diet

Two adult male (550–600 g) and 8 nulliparous female (400–450 g) Hartley Guinea Pigs were purchased from Charles River Laboratories and housed in individual cages. All animals were weighed three times per week. Purchased animals were fed a standard, control chow (LabDiets 5025, 13% energy from fat, 27% from protein, 60% from carbohydrate) *ad libitum* for 3 weeks to acclimate and weight and food intake were recorded daily. Following this acclimatization period, half of the female guinea pigs received 70% of the average (per kg body weight) daily *ad libitum* diet (PR; PrenatalFood Restriction) for 3 weeks; the remainder of the females (PC; Prenatal *Ad libitum* Control), and all males received 100% of the average (per kg body weight) daily *ad libitum* diet. Male and female guinea pigs were mated overnight, and mating confirmed by the presence of a vaginal plug. Control guinea pigs remained on their designated diet for the duration of gestation (∼70 days) and throughout lactation (∼28 d days). Food-restricted dams remained on 70% of *ad libitum* diet until 34 dGA (days gestational age, ∼mid gestation), after which they were placed on 90% of *ad libitum* diet until the end of lactation; this increase in feed is to prevent weight loss during the latter half of pregnancy (Kind et al., 1999; Roberts et al., 2001; Kind et al., 2003).

### F1 generation offspring

Offspring were born spontaneously and litter size was culled to 3 pups per dam. Offspring were housed with their mother until weaning at 28 days. Tissues from pups culled at birth were preserved for future studies; pup selection for culling was pseudo-random in order to maintain equal numbers of male and female offspring in each study group, and to maintain equal mean pup weights between culled and unculled groups. After weaning, all offspring were fed a control diet until at least 8 weeks of age.

A subset of female F1 offspring were used as breeders to produce F2 offspring, and remained on an *ad libitum* control chow diet for the remainder of the study, including during pregnancy. F1 breeders were mated with newly-purchased unrelated adult male Hartley Guinea Pigs purchased from Charles River Laboratories, as described above.

At 8 weeks of age, half of remaining non-breeding F1 offspring were fed *ad libitum* control chow (PC-C or PR-C) while other half were placed on an *ad libitum* high fat chow (PC-H or PR-H) for 12 weeks; food intake was monitored daily, and animals were weighed 3 times per week. The high fat chow was based on the standard lab chow LabDiet 5025, supplemented with 0.25% cholesterol, 15% fat from pork fat, and 2.5% fructose (38% energy from fat, 20% from protein, 42% from carbohydrate). Offspring diets were pseudo-randomly assigned to avoid siblings receiving the same treatment.

### F2 generation offspring

Offspring were born spontaneously and treated as described above for the non-breeding F1 offspring. At 8 weeks of age, offspring received either *ad libitum* control chow (PC-C-C or PR-C-C) or *ad libitum* high fat chow (PC-C-H or PR-C-H).

### Serum cholesterol and triglycerides

Blood samples (0.3–0.5 mL) were collected from the tarsal or saphenous vein from non-fasted animals for standard lipid assays at the start (8 weeks of age) and after 12 weeks of the high fat diet challenge (20 weeks of age). Serum was isolated by centrifugation 1000 rpm × 10 min, and samples were stored at −80C until analysis. Serum samples were analyzed using liquid reagents for cholesterol or triglycerides (both from Pointe Scientific, Canton, Michigan). Absorbance was measured at 490 nm for cholesterol and at 540 nm for triglycerides using a microplate reader (SpectraMax iD3, Molecular Devices, San Jose, California) using cholesterol and glycerol standards.

### Endothelial cell isolation

At 20 weeks of age, 3 animals each from PC-C, PC-H, PR-C, PR-H, PC-C-C, PC-C-H, PR-C-C, PR-C-H were euthanized with intravenous overdose of commercial barbituate (Somnasol, 390 mg/mL pentobarbital sodium). A carotid artery was rapidly cannulated *in situ*. The vessel was flushed with 1X PBS (Gibco) to remove blood, followed by 100uL of TRIzol Reagent (Invitrogen) to collect endothelial cell contents. RNA was isolated using RNeasy Micro kit (Qiagen) and quality was assessed using Agilent 2,100 Bioanalyzer with RNA 6000 Pico chip by the OHSU Gene Profiling Shared Resource. All samples had an RNA Integrity Number (RIN) score of above 5.0. Samples were stored at −80C until sequencing.

### RNA sequencing and analysis

Short-read sequencing assays were performed by the OHSU Massively Parallel Sequencing Shared Resource. Raw data was checked for quality using FastQC, trimmed using Trimmomatic, aligned using STAR, and analyzed for differential gene expression using DESeq2 in R (Love et al., 2014). The raw and processed RNA-seq dataset used and analyzed in this current study are publicly available through NCBI Gene Expression Omnibus (GEO) via accession series GSE244302.

### Statistical analysis

Statistical analysis was performed using R (R foundation for statistical computing, Vienna, Austria). All data were checked for normality using a Shapiro-Wilk test and equality of variance using Levene’s Test. Normally distributed data are displayed as mean ± standard deviation (SD) and analyzed with Student’s t-test (two groups) or analysis of variance (more than two groups) with Tukey’s *post hoc* where appropriate. Non-normally distributed data were analyzed using Wilcoxon signed-rank test (two groups) or Kruskal–Wallis Test (more than two groups) with Dunn’s *post hoc* with Bonferroni correction where appropriate. Data are considered statistically significant when *p* < 0.05.

### Pathway analysis and venn diagrams

Pathway analysis and graphing were performed using STRING database algorithm (Hong et al., 2014). Venn diagrams were generated using the BioVenn algorithm (Hulsen et al., 2008) for comparisons of less than four conditions and the DeepVenn (Hulsen, 2022) for those exceeding three conditions.

## Results

### Prenatal food restriction effects

The F0 dams in the food restricted treatment group were similar in weight to control diet dams (*p* = 0.370). Food restricted diets had significantly less total kilocalorie/kg/day intake including kilocalorie/kg/day from fat, protein and carbohydrates compared to control animals (*p* < 0.05). However, the treatment did not significantly alter the dams’ body weight during pregnancy or lactation (Table 1; Supplementary Figure S1). Lipid analysis of F0 dams’ serum showed unaltered total cholesterol, but triglycerides were increased in food restricted dams (Supplementary Figure S2). There were no differences in age or weight at conception, pregnancy rate or offspring gestational age, litter size or surviving young (Table 2). For the PC and PR F1 dams, there were no differences in age or weight at conception, weight gain during pregnancy or lactation, pregnancy rate or offspring gestational age, litter size or surviving F2 offspring (Table 2; Supplementary Figure S1).

**TABLE 1:** F0 Dams’ kilocalorie/kg/day intake and body weight (g). Food restricted diets had significantly less total kilocalorie/kg/day intake including kilocalorie/kg/day from fat, protein and carbohydrates compared to control animals (*p* < 0.05). However, the treatment did not significantly alter the dams’ body weight. For both control and food restricted diet groups, *n* = 4. Pre-treatment and treatment measurements spanned 3 weeks. All data are displayed as mean ± SD and were checked for normality using a Shapiro-Wilk test and homogeneity of variance and using Levene’s Test and quantile-quantile plots.

	Body weight (g)		Total kcal/kg/day		Fat kcal/kg/day		Protein kcal/kg/day		Carbohydrate kcal/kg/day	
Treatment	Baseline	After Diet	Baseline	After Diet	Baseline	After Diet	Baseline	After Diet	Baseline	After Diet
Control	612 ± 45	693 ± 71	232 ± 67	186 ± 29	31 ± 9	25 ± 4	61± 18	50 ± 8	139 ± 40	112 ± 17
Restricted	617 ± 28	652 ± 46	219 ± 38	145 ± 6***	29 ± 5	19 ± 1***	58 ± 10	39 ± 2***	132 ± 23	87 ± 4***

**TABLE 2:** F0 and F1 dams’ pregnancy data. For F0 mothers, *n* = 4 in prenatal control diet and *n* = 4 in prenatal food restricted diet. For F1 mothers, *n* = 2 in prenatal control diet and *n* = 4 in prenatal food restricted diet. All data were checked for normality using a Shapiro-Wilk test and equality of variance using Levene’s Test. Data that were normally distributed are displayed as mean ± SD and were analyzed using Student’s T-test. † denotes data that are not normally distributed which are displayed as median ± IQR and were analyzed using Wilcoxon signed-rank test.

	Control	Food Restricted	*p*-value
**F0 Dams**			
Age at conception (days old)	141 ± 19	148 ± 19	0.6
Weight at mating (g)	706 ± 126	726 ± 126	0.8
Pregnancy rate^†^ (%)	75	75	0.9
Gestational age at birth^†^ (days old)	69 ± 0	70 ± 1	0.4
Litter size^†^	4 ± 1	3 ± 0	0.6
Surviving young^†^ (%)	100	100	1.0
**F1 Dams**			
Age at conception (days old)	146 ± 26	128 ± 8	0.5
Weight at mating (g)	682 ± 4	730 ± 106	0.8
Pregnancy rate (%)	100	100	1.0
Gestational age at birth (days old)	68 ± 0	67 ± 1	0.5
Litter size	4 ± 1	4 ± 1	1.0
Surviving young (%)	100	100	0.5

### Postnatal growth rates

The offspring from prenatal food restriction in both F1 (Figure 2A) and F2 (Figure 2B) generations did not differ in birth weight or weight at 8 weeks of age. After 12 weeks of high-fat diet, both F1 and F2 offspring, high fat diet animals weighed significantly less than control diet animals (*p* < 0.005). Both PC and PR F1 offspring had transient weight loss following the initiation of the HFD with lower weight gain during the HFD period such that by 20 weeks old, the HFD animals weighed significantly less than control-diet fed animals (Figure 2A, *p* = 0.008, 2-way ANOVA). Despite the high fat animals weighing less, their total kilocalories/kg/day was comparable to control animals but the calories from fat was significantly higher (Supplemental Table S1). F2 offspring took longer to acclimate to the HFD diet, with 5 weeks of negligible weight gain, followed by continued low weight gain (Figure 2B, *p* = 0.0005). This was supported by decreased total kilocalories/kg/day in the F2 HFD group in which calories consumed from fat, protein and carbohydrate sources were similar to control animals (Supplemental Table S1).

**FIGURE 2:**
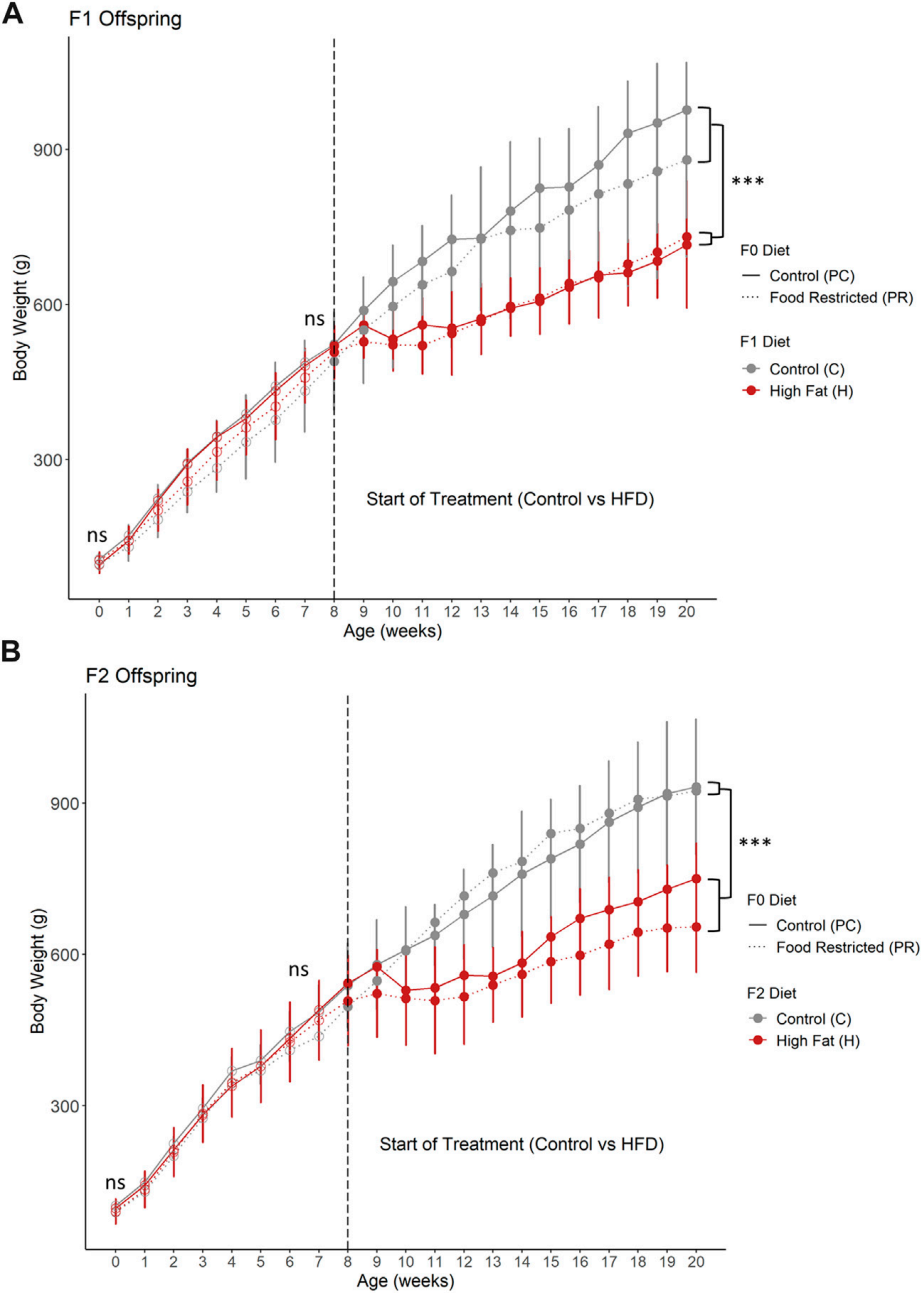
**(A)** F1 and **(B)** F2 offspring body weight from birth to 20 weeks of age. **(A)** F1 offspring from prenatal food restriction did not significantly differ in body weight at birth or at 8 weeks of age. Following 12 weeks of high fat diet, body weight was significantly less than control diet offspring. Additionally, **(B)** F2 offspring also did not significantly differ in body weight at birth or at 8 weeks of age. After 12 weeks of high fat diet, body weight was significantly less than control diet animals. For F1 prenatal control, postnatal control (PC, *n* = 3 for postnatal control diet (PC-C) and *n* = 4 for high fat postnatal diet (PC-H). For F1 prenatal food restricted diet offspring, *n* = 3 for postnatal control diet (PR-C) and *n* = 4 for high fat postnatal diet (PR-H). For F2 prenatal control diet offspring, *n* = 3 for both postnatal control (PC-C-C) and high fat diet (PC-C-H). For F2 prenatal food restricted diet offspring, *n* = 3 for postnatal control diet (PR-C-C) and *n* = 7 for high fat postnatal diet (PR-C-H). All data points are displayed as mean ± SD and were checked for normality using a Shapiro-Wilk test and quantile-quantile plat as well as homogeneity of variance using Levene’s Test. Birth weight, weight at start of treatment (8 weeks of age), and weight at end of study (20 weeks of age) were analyzed using 2 way ANOVA. Tukey’s post-hoc test was used when significant. ***p < 0.001. ns = not significant.

### High fat diet treatment

There are no differences in total cholesterol or triglyceride levels between groups at start of treatment. After 3 weeks on treatment, HFD animals had significantly higher total cholesterol levels than control animals (*p* = 0.005), while triglycerides did not increase. Offspring placed on the HFD challenge had increased levels of total serum cholesterol after 12 weeks in comparison to offspring fed a control chow diet (Figure 3A). HFD offspring had lower serum triglycerides than controls at the conclusion of the 12-week challenge period (Figure 3B).

**FIGURE 3:**
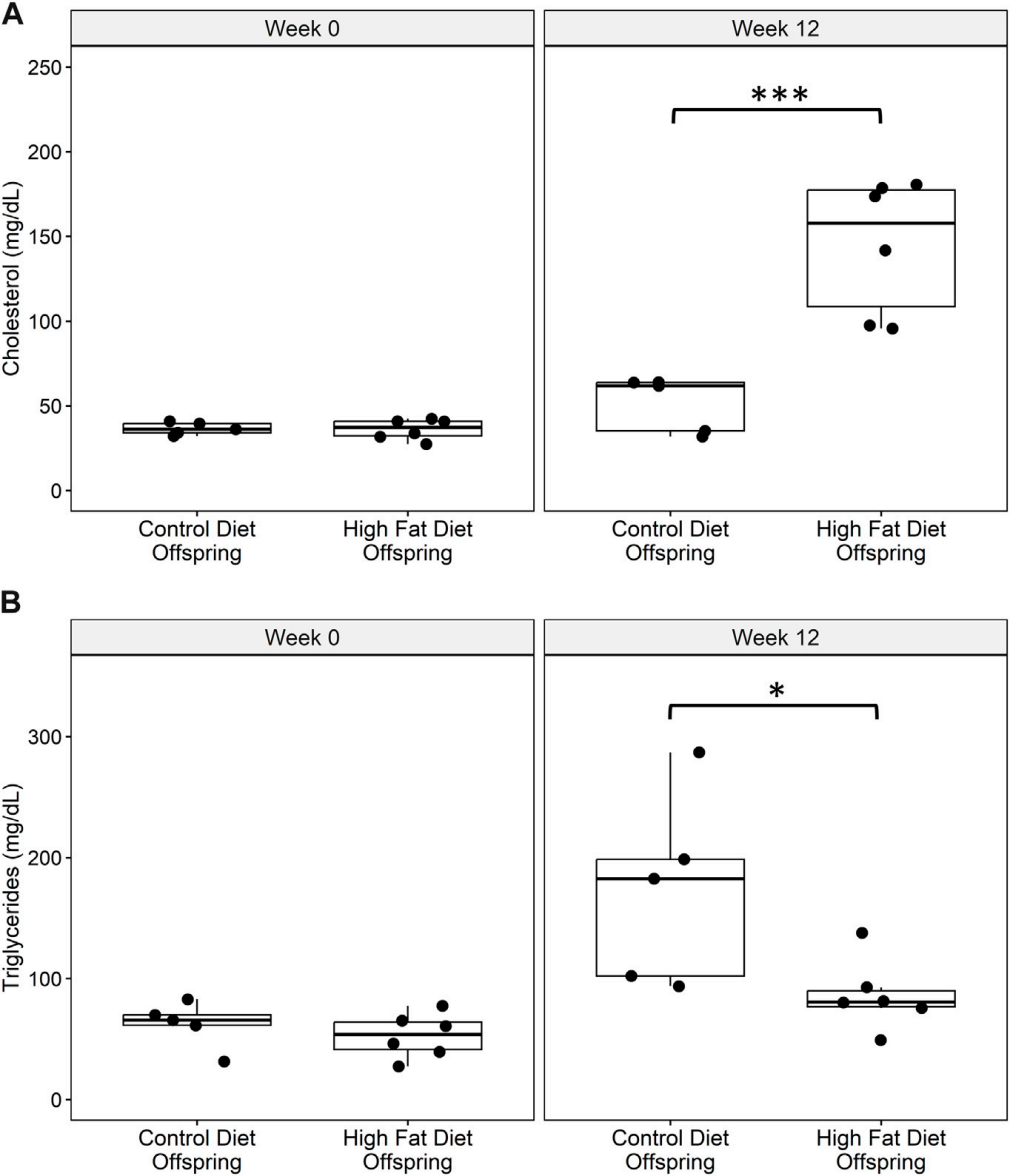
**(A)** Total serum cholesterol and **(B)** serum triglyceride levels at baseline and at week 12 of the high fat diet challenge for control diet offspring (*n* = 5) and high fat diet offspring (*n* = 6). All data points are displayed and analyzed using Wilcoxon Test. Data were checked for normality using a Shapiro-Wilk test and quantile-quantile plot as well as equality of variance using Levene’s Test. *p < 0.05, ***p < 0.005.

### Transcriptional changes in carotid endothelial cells

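RNA flushed from the carotid endothelium of 24 guinea pigs, 3 in each of 8 groups, was sequenced at 20 weeks of age, after 12 weeks on the control or the high fat diet (HFD). PC and PR name the arms whose F0 dams were fed 100% or 70% of the ad libitum ration, and the last letter of a group's name gives the diet of the animal itself. According to the paper, the 70% ration held until about mid gestation and was then raised. For PC-H animal 34 the study's animal list notes a 75:25 diet mix after 7.5 weeks. The deposited table holds 18149 genes, listed by guinea pig Ensembl identifier, and was checked to hold the reads counted on each gene divided by 1 DESeq2 size factor per library, calculated over all 24 libraries. These values are called normalized counts here. The authors trimmed the reads with Trimmomatic and aligned them with STAR; the paper's text does not name the program that counted reads on genes, so how reads shared by near-identical gene copies were assigned is not known. Names were available for 147 identifiers, from the incomplete copy that could be read of the study's list of genes for PC-C vs PC-H, and the other genes are given by identifier.
The reads counted per library ranged from 14061522 to 31148123. The median was 24812359 in PC-C, 27292563 in PC-H, 25680051 in PR-C, 28262579 in PR-H, 20540311 in PC-C-C, 28052073 in the 2 PC-C-H animals used, 18630101 in PR-C-C and 26339864 in PR-C-H. PC-C-H animal 51, which the study's animal list does not include, had 21477925 reads. The median Pearson correlation of its log2 normalized counts with those of the other animals was 0.677 across genes, against 0.899 to 0.964 for the other 23 animals; genes are not independent replicates. Animal 51 lay at 239 on the first principal component and the others between -45 and 85.1.
The 23 animals without animal 51 were tested with limma on log2 normalized counts with a pseudocount of 1, all 8 groups in 1 model, for the 13224 genes with a mean of at least 10 normalized counts. The paper's own test, the DESeq2 Wald test, was run beside it on the recovered reads of all 18149 genes. A gene was counted as differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 with either test. A labelling of 3 animals against 3 that separates the groups completely has an exact permutation p of at least 0.1 for a single gene, so gene calls rest on the variance that the models share across genes.

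**Figure D1:**
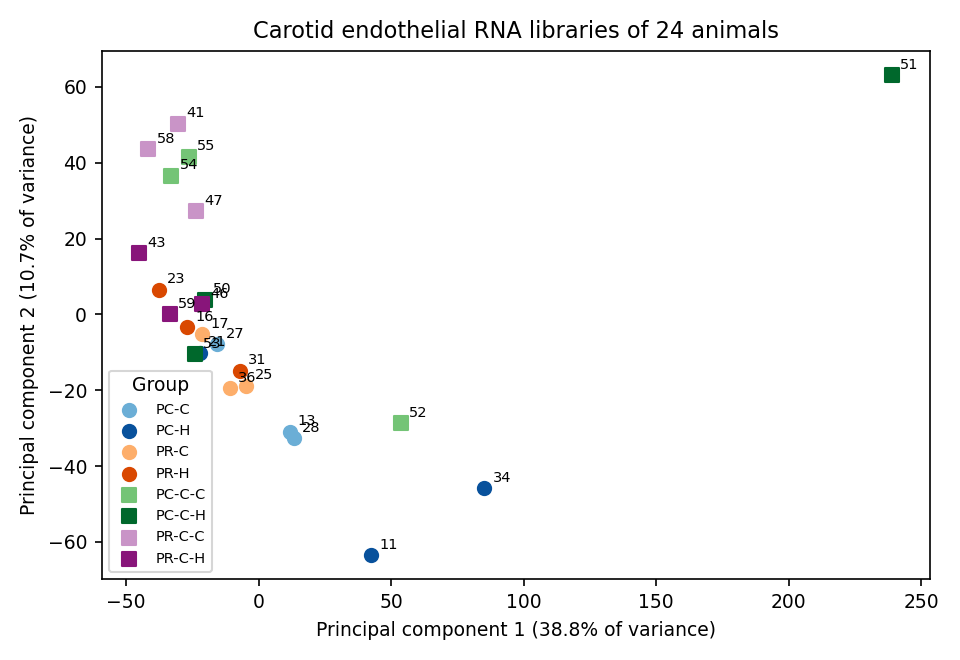
First and second principal components of the log2 normalized counts of 24 libraries (38.8% and 10.7% of the variance, arbitrary units). Each point is an animal, numbered, with circles for F1, squares for F2 and a color for each group; animal 51 lies at 239 on the first component, away from the other 23.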

All samples except one from the PC-C-H condition were found to be good quality and moved forward to differential expression analysis. Initial testing for vascular markers confirmed our enrichment of endothelial cell mRNA in our samples (Supplementary Figure S3). Pair-wise comparisons of conditions indicate the response of gene networks in a subset of cohorts. 

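In PC-C vs PC-H, 16 of 13224 genes were differentially expressed with limma, 10 higher and 6 lower in PC-H, and 1929 genes had an unadjusted p-value under 0.05. With DESeq2 182 genes were differentially expressed, 97 higher and 85 lower, and these included all 16. Each of the 16 genes separated the 3 PC-H from the 3 PC-C animals without overlap, as did 12.5% of all genes tested, where chance gives 10%. Without PC-H animal 21 limma gave 206 genes and DESeq2 1524, and without PC-C animal 13 they gave 1 and 74. Animals 11 and 34, the PC-H animals left without animal 21, lay at 42.6 and 85.1 on the first principal component, toward animal 51. Animal 21 lay at -22.2. The larger counts thus rest on the PC-H animals nearest to animal 51, and do not show a larger diet effect. When only these 2 groups were in the model, limma gave 0 genes.
Among the genes differentially expressed with limma that had a mean of at least 50 normalized counts, the 2 with the largest increase were Abcg1 (ENSCPOG00000015194) and Srebf1 (ENSCPOG00000002439). Abcg1 had 1998 ± 626 normalized counts in PC-H and 216 ± 158 in PC-C (SD, n = 3 each), a log2 fold change of 3.48 (standard error 0.56, adjusted p = 0.0281, limma). Srebf1 had 638 ± 238 and 101 ± 110.3, a log2 fold change of 3.22 (standard error 0.54, adjusted p = 0.0281, limma). Among the same genes, the 2 with the largest decrease were ENSCPOG00000014708 and ENSCPOG00000002738. The first had 1368 ± 163 normalized counts in PC-H and 3114 ± 705 in PC-C, and fell by 1.17 on the log2 scale (standard error 0.21, adjusted p = 0.0281, limma). The other had 332 ± 34.6 and 709 ± 134, and fell by 1.08 on the log2 scale (standard error 0.21, adjusted p = 0.0347, limma).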

In the case of the control F0 diet (PC) F1 generation (Figure 4A), several up- and downregulated genes (Figures 4B, C, respectively) could be assigned to interrelated networks. Those genes exhibiting increased expression were associated with specific Gene Ontology (GO) terms related to protein folding (Figure 4B), while genes with decreased expression lacked specific GO term assignments but did have several clear protein networks (Figure 4C). 

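The 7 genes colored for protein folding in Figure 4B are Hspe1, Chchd4, Cct2, Dnajb1, Hspa8, Hspa14 and Dnajb11. All 7 were higher in PC-H than in PC-C, and each separated the 3 PC-H from the 3 PC-C animals. The largest change was that of Chchd4 (ENSCPOG00000034611), with 704 ± 168 normalized counts in PC-H and 336 ± 53.3 in PC-C (SD, n = 3 each), a log2 fold change of 1.05 (standard error 0.22, adjusted p = 0.0783, limma). The smallest was that of Cct2 (ENSCPOG00000012867), 3201 ± 369 against 2373 ± 176, a log2 fold change of 0.43 (standard error 0.12, adjusted p = 0.18, limma). Hspa8, whose reads a copy of the gene could share, had a log2 fold change of 1.03 (standard error 0.25, adjusted p = 0.119, limma). Over all genes tested 0 of the 7 were differentially expressed with limma, and 7 of 7 when adjusted over the list alone, which is not independent evidence because the study chose the list on these animals. With DESeq2 the adjusted p-values ranged from 0.000913 for Hspa14 to 0.0439 for Hspe1.
As a list, the 7 genes had a median log2 fold change of 0.63 in PC-C vs PC-H (7 of 7 higher in PC-H; adjusted p = 1.13e-09 with limma's camera test and 9.45e-06 with its fry test). In PR-C vs PR-H the median was 0.31 (6 of 7 higher in PR-H; adjusted p = 1.59e-05 with limma's camera and 0.0117 with fry). In PC-C-C vs PC-C-H the median was 0.12 (4 of 7 higher in PC-C-H, adjusted p = 0.131 with limma's camera). The adjusted p was 0.0405 without PC-C-C animal 52 (limma's camera). The PC-C-C animals then left both belong to the 6-animal division described below for PR-C vs PR-C-C, and the PC-C-H animals used do not. In PR-C-C vs PR-C-H the median was -0.10 (3 of 7 higher in PR-C-H, adjusted p = 0.656 with limma's camera). Camera was used with its preset correlation between genes of 0.01, and the p-values were adjusted over 50 tests of 10 lists in 5 comparisons; 30 had an adjusted p-value under 0.05 with camera, and 28 of these also with fry. Some lists share genes, so the tests are not independent. The study chose the 7 genes on the animals of PC-C vs PC-H, so their p-values in that comparison are not independent evidence. The same holds for other lists tested on the animals they were chosen on. Whether the response of the list differs between the arms was not tested. The paper relates the GO terms of the genes that rose to endoplasmic reticulum stress.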

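In PR-C vs PR-H, 3 genes were differentially expressed with limma, all higher in PR-H, and 428 had an unadjusted p-value under 0.05. DESeq2 gave 15 genes, 11 higher and 4 lower, and these included the 3. All 3 separated PR-H from PR-C without overlap, as did 9.38% of the genes tested, where chance gives 10%. Abcg1 had 2951 ± 286 normalized counts in PR-H and 373 ± 285 in PR-C (SD, n = 3 each), a log2 fold change of 3.40 (standard error 0.56, adjusted p = 0.0296, limma). Srebf1 had 864 ± 157 and 87.9 ± 10.3, a log2 fold change of 3.27 (standard error 0.54, adjusted p = 0.0296, limma). Mylip (ENSCPOG00000002917) had 1461 ± 186 and 531 ± 129, a log2 fold change of 1.48 (standard error 0.22, adjusted p = 0.0187, limma). With 1 animal left out limma gave 2 genes without PR-C animal 17 and 0 without any 1 of the other 5, and DESeq2 gave from 7 without PR-H animal 16 to 28 without PR-C animal 25. With sex as a covariate limma gave 1 gene.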

As noted above, the F1 generation from restricted diet F0 arm (PR) exhibited many fewer differential genes (16 genes) some of which form a network of lipid metabolism-related genes (Figure 4D). 

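The 3 genes that were differentially expressed in PR-C vs PR-H with limma were also differentially expressed in PC-C vs PC-H, and the 2 comparisons share no animal. In PC-C vs PC-H, Mylip had 1494 ± 126 normalized counts in PC-H and 530.4 ± 168 in PC-C (SD, n = 3 each), a log2 fold change of 1.55 (adjusted p = 0.0101, limma). DESeq2 shared 7 genes between the 2 comparisons: Abcg1, Srebf1, Mylip, Scd1, Ackr3, Ppp1r2 and ENSCPOG00000006456, whose name was not available. With limma the shared genes were 0 without PR-H animal 16, 23 or 31 or PR-C animal 25 or 36, and 1 to 4 without any other F1 animal.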

Interestingly, half of the gene differentially expressed in the dietary restriction arm of the F1 generation are also observed to be altered in the F1 generation of the control arm (Figure 4E).

**FIGURE 4:**
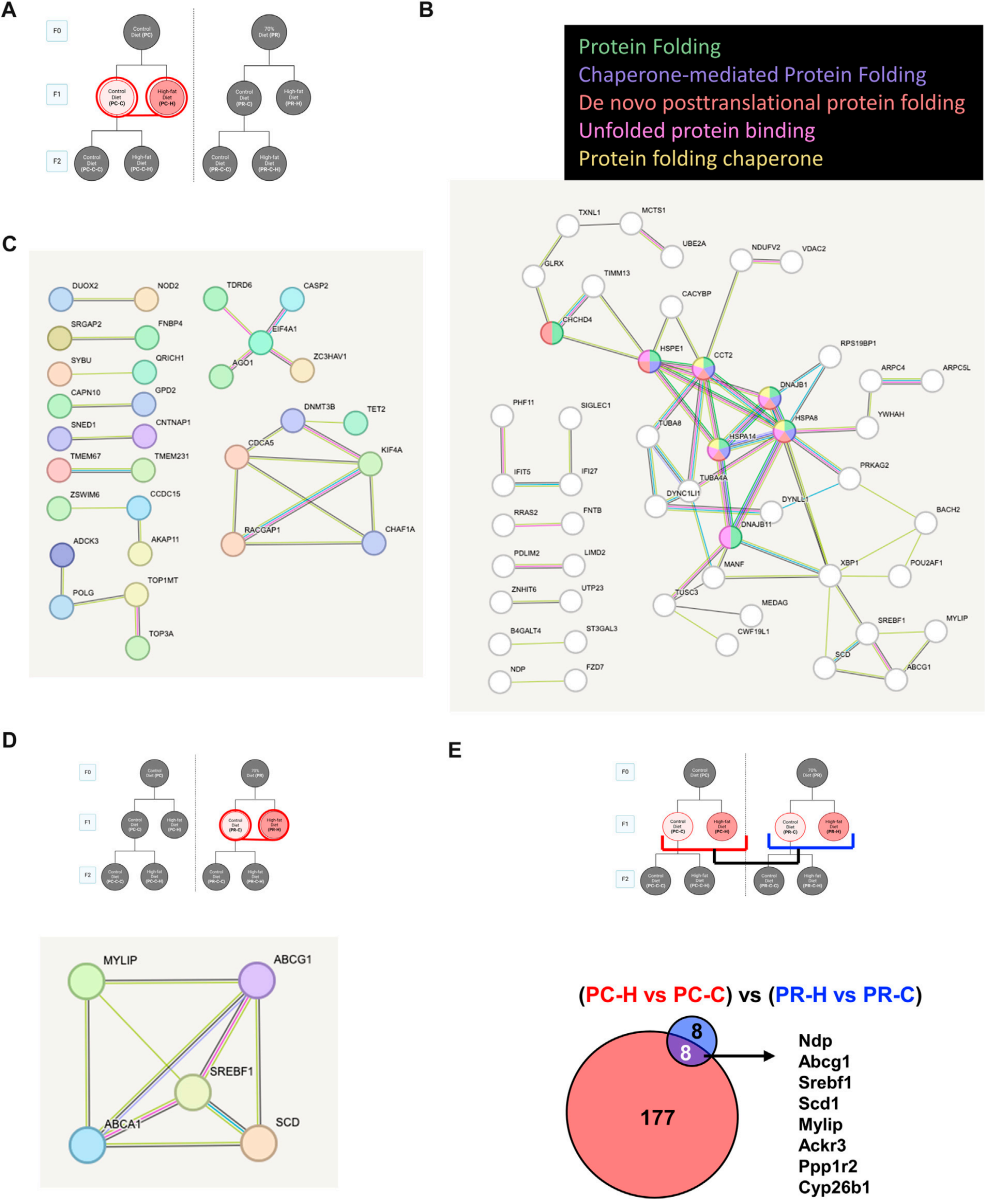
Control diet comparisons. **(A)** Schematic of comparison for PC-C vs PC-H which revealed 185 differentially expressed genes (DEGs). STRING pathway analysis of **(B)** upregulated DEGs that are associated with specific Gene Ontology (GO) terms while **(C)** downregulated DEGs lacked specific GO term assignments. **(D)** The F1 generation with high fat diet from restricted diet F0 arm (PR-C vs PR-H) exhibited fewer DEGs (16 genes) some of which form a network of lipid metabolism-related genes. **(E)** Comparing overlap of PC-C vs PC-H (185 DEGs) and PR-C vs PR-H (16 DEGs) of F1 high fat diet offspring from control and restricted dams have 8 DEGs in common.

Despite the differing degrees of genetic response of each of F1 lipid challenged conditions, comparing these two groups yielded a core group of genes with most bearing functions relating to lipid homeostasis. 

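Of the 8 genes in Figure 4E, 7 could be found by name, and 6 of these had enough reads to be tested with limma. Besides Abcg1, Srebf1 and Mylip these are Scd1, Ackr3 and Ppp1r2. Ndp had a mean under 10 normalized counts, and with DESeq2 it was differentially expressed in neither F1 comparison (PC-C vs PC-H, adjusted p = 0.287, DESeq2). In PC-C vs PC-H it had 84.07 normalized counts in PC-H animal 34 and 0 in the other PC-H and all PC-C animals. Scd1 (ENSCPOG00000032751) had 1256 ± 285 normalized counts in PC-H and 337 ± 248 in PC-C (SD, n = 3 each), a log2 fold change of 2.11 (adjusted p = 0.0458, limma). In PR-H and PR-C it had 1331 ± 27.9 and 303 ± 105, a log2 fold change of 2.20 (adjusted p = 0.108, limma). Ackr3 (ENSCPOG00000014142) had a log2 fold change of 1.25 in PC-C vs PC-H (standard error 0.35, adjusted p = 0.178, limma). In PR-H and PR-C it had 4514 ± 366 and 1620 ± 374 normalized counts (SD, n = 3 each; adjusted p = 0.349, limma). Its normalized counts also varied among control diet animals of the F2 generation, reaching 6886 in PR-C-C. Ppp1r2 (ENSCPOG00000040784) had a log2 fold change of 0.84 in PC-C vs PC-H (standard error 0.20, adjusted p = 0.109, limma) and 0.99 in PR-C vs PR-H (standard error 0.20, adjusted p = 0.175, limma). With DESeq2 all 3 had an adjusted p-value under 0.05 in both comparisons, from 0.00113 for Scd1 in PR-C vs PR-H to 0.0388 for Ackr3 in PC-C vs PC-H. Over all genes tested with limma, 4 of the 6 were differentially expressed in PC-C vs PC-H and 3 of the 6 in PR-C vs PR-H. The counts adjusted over the list alone were 6 and 6, which are not independent evidence because the list was chosen on these animals. From the overlap, the paper describes a core group of genes of lipid homeostasis.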

Other comparisons also produced gene networks but no GO term categories. These groups include F1 high fat conditions up- and downregulated genes (Figures 5A–C), only upregulated genes in F1 *versus* F2 PC arm controls (Figure 5D) and only downregulated genes between the two F2 generation control groups (Figure 5E).

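In PC-H vs PR-H, limma gave 0 differentially expressed genes, with 2291 at an unadjusted p-value under 0.05. DESeq2 gave 58, 24 higher and 34 lower in PR-H. Without PC-H animal 21 limma gave 1640 genes and DESeq2 2459, and without PR-H animal 23 or PC-H animal 34 DESeq2 gave 2. The PC-H animals left without animal 21 are 11 and 34, the PC-H animals nearest to animal 51 on the first principal component. In PC-C vs PC-C-C, limma gave 0 genes, with 1185 at an unadjusted p-value under 0.05. DESeq2 gave 44, 30 higher and 14 lower in PC-C-C. Without PC-C-C animal 52 limma gave 271 genes and DESeq2 600, and without PC-C-C animal 54 DESeq2 gave 4. In PC-C-C vs PR-C-C, limma gave 0 genes, with 615 at an unadjusted p-value under 0.05. DESeq2 gave 21, 4 higher and 17 lower in PR-C-C, 2 without PC-C-C animal 52 and 46 without PC-C-C animal 54.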

**FIGURE 5:**
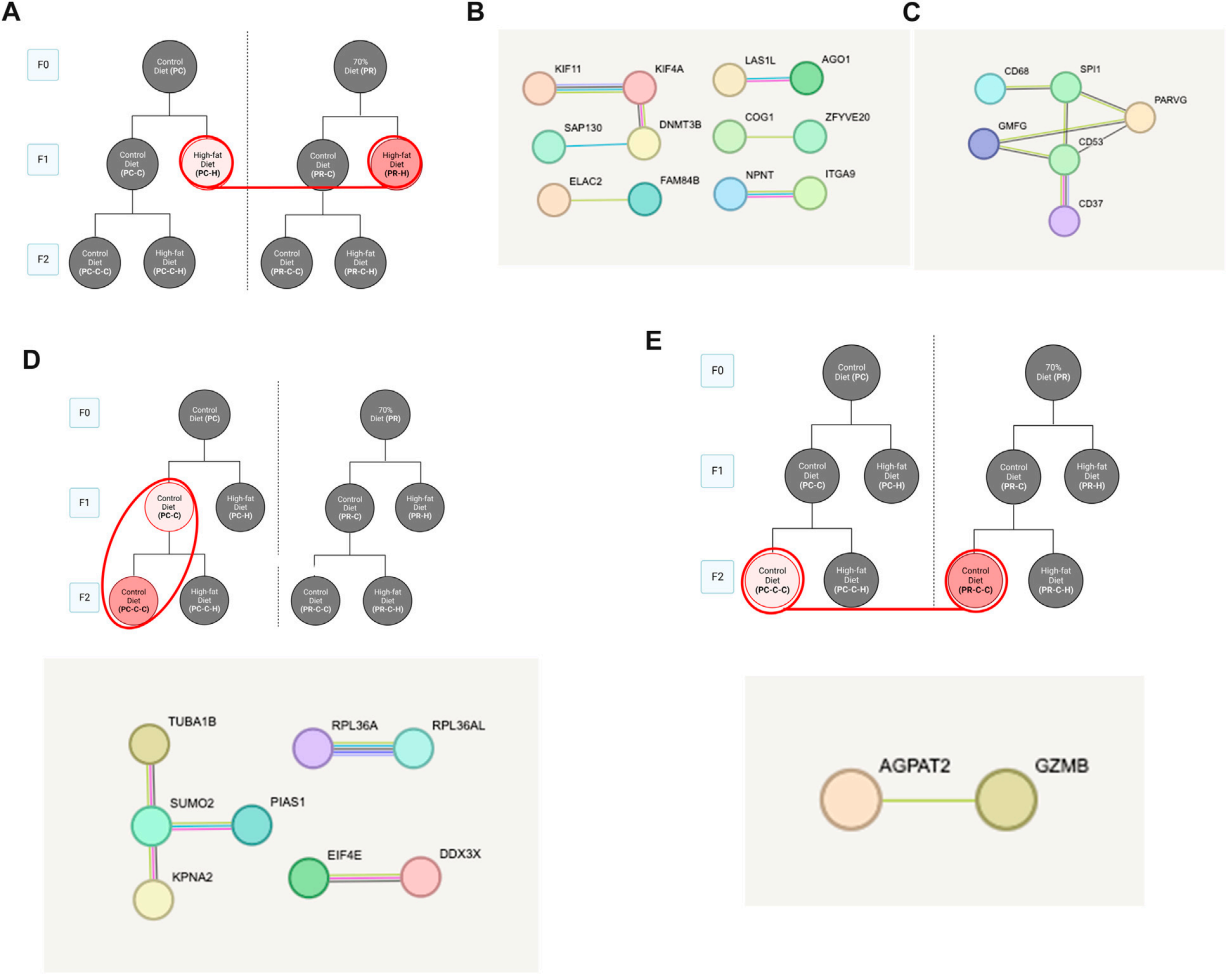
Food restriction comparisons. **(A)** Schematic indicating comparisons for PC-H vs PR-H which revealed (58 DEGs). STRING pathway analysis of **(B)** upregulated and **(C)** downregulated DEGs lacked specific GO term assignments. **(D)** Comparing F1 and F2 offspring with control diet dams (PC-C vs PC-C-C) revealed 45 DEGs with no associated GO terms. **(E)** Comparing effect of F0 food restriction on F2 control diet offspring with (PC-C-C vs PR-C-C) revealed 22 DEGs with no associated GO terms.

To more globally gauge the impact of each dietary challenge, we first compared the differentially expressed genes across all control samples (Figure 6). Only a small number (<30 genes for any group) of transcriptional changes were observed when comparing control-fed PC offspring regardless of generation (i.e., PC-C vs PC-C-C), control-fed F1 offspring (i.e., PC-C vs PR-C), and control-fed F2 offspring (i.e., PC-C-C vs PR-C-C). In contrast, F1 and F2 offspring in the restricted diet F0 arm (PR) of the experiment (i.e., PR-C vs PR-C-C) displayed 617 unique altered genes.

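In PC-C vs PR-C, limma gave 0 differentially expressed genes, with 589 at an unadjusted p-value under 0.05, and DESeq2 gave 1, higher in PR-C. Without PC-C animal 27 DESeq2 gave 33. Of the genes that DESeq2 found in the 4 comparisons of control diet groups, 15 were found in PC-C vs PC-C-C alone, 4 in PC-C-C vs PR-C-C alone and 1 in PC-C vs PR-C alone.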

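In PR-C vs PR-C-C, limma gave 302 differentially expressed genes, 125 higher and 177 lower in PR-C-C, with 2095 at an unadjusted p-value under 0.05. With limma the other 3 control diet comparisons gave 0 genes. DESeq2 gave 661 genes, 288 higher and 373 lower, of which 615 were in this comparison alone, and 294 genes were found with both tests. Of the 302 genes, 301 separated the groups without overlap, as did 20.8% of all genes tested, where chance gives 10%. Without PR-C-C animal 41 limma gave 76 genes and DESeq2 306.
ENSCPOG00000007538 rose from 34.8 ± 9.96 normalized counts in PR-C to 965 ± 58.9 in PR-C-C (SD, n = 3 each), a log2 fold change of 4.79 (standard error 0.75, adjusted p = 0.00317, limma). ENSCPOG00000036145 was listed at 0 in the 3 PR-C animals and at 390.2 to 842 normalized counts in PR-C-C (adjusted p = 0.00392, limma; 0.266, DESeq2). In the opposite direction, ENSCPOG00000003379 had 633 to 1016 normalized counts in PR-C and 0 to 2.55 in PR-C-C. ENSCPOG00000039839 had 227 to 475 normalized counts in PR-C and was listed at 0 in PR-C-C.
The same genes also separated animals within other groups. The mean log2 normalized count of the genes higher in PR-C-C minus that of the genes lower was between 2.36 and 2.98 in 6 animals, namely PR-C-C 41, 47 and 58, PC-C-C 54 and 55 and PC-C-H 51, and between -0.817 and -0.229 in the other 18. The 6 animals are all F2 and come from both F0 rations, and only animal 51 among them was fed the high fat diet. Of the F2 animals fed the control diet, only PC-C-C animal 52 lies outside the 6. The division thus nearly coincides with the control diet in F2. Neither the sample labels nor the paper's text gives a batch. Each of PR-C and PR-C-C lies on 1 side of this division, so no value within a side exists. With the division as a term, limma gave 0 genes and DESeq2 gave 8, and this estimate rests on PC-C-C animal 52 against PC-C-C animals 54 and 55. The division and the term were chosen after the values were seen.

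**Figure D2:**
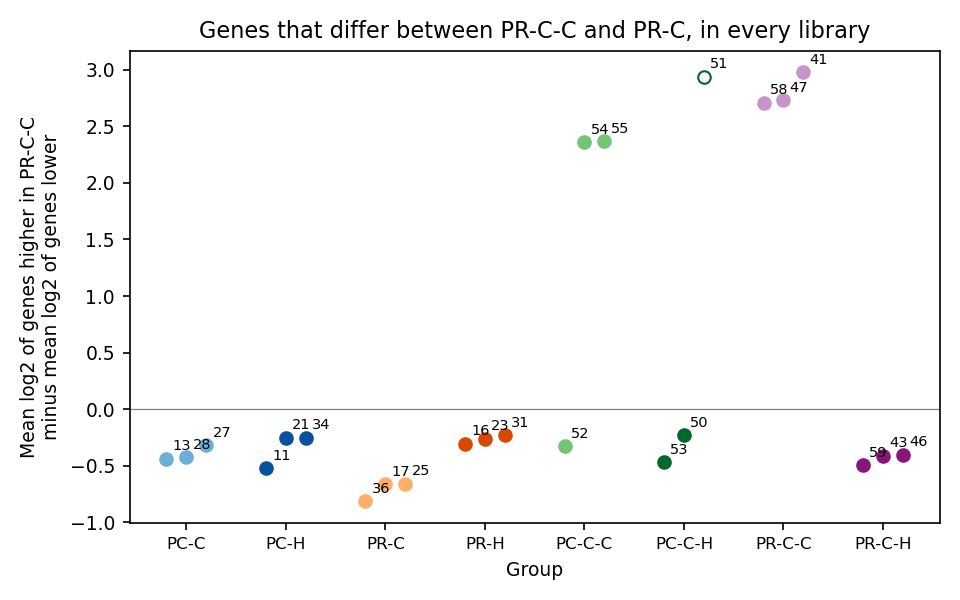
Mean log2 normalized count of the genes higher in PR-C-C than in PR-C minus that of the genes lower, for each animal by group. Points are numbered animals and the open point is animal 51; the 6 animals between 2.36 and 2.98 belong to PR-C-C, PC-C-C and PC-C-H.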

**FIGURE 6:**
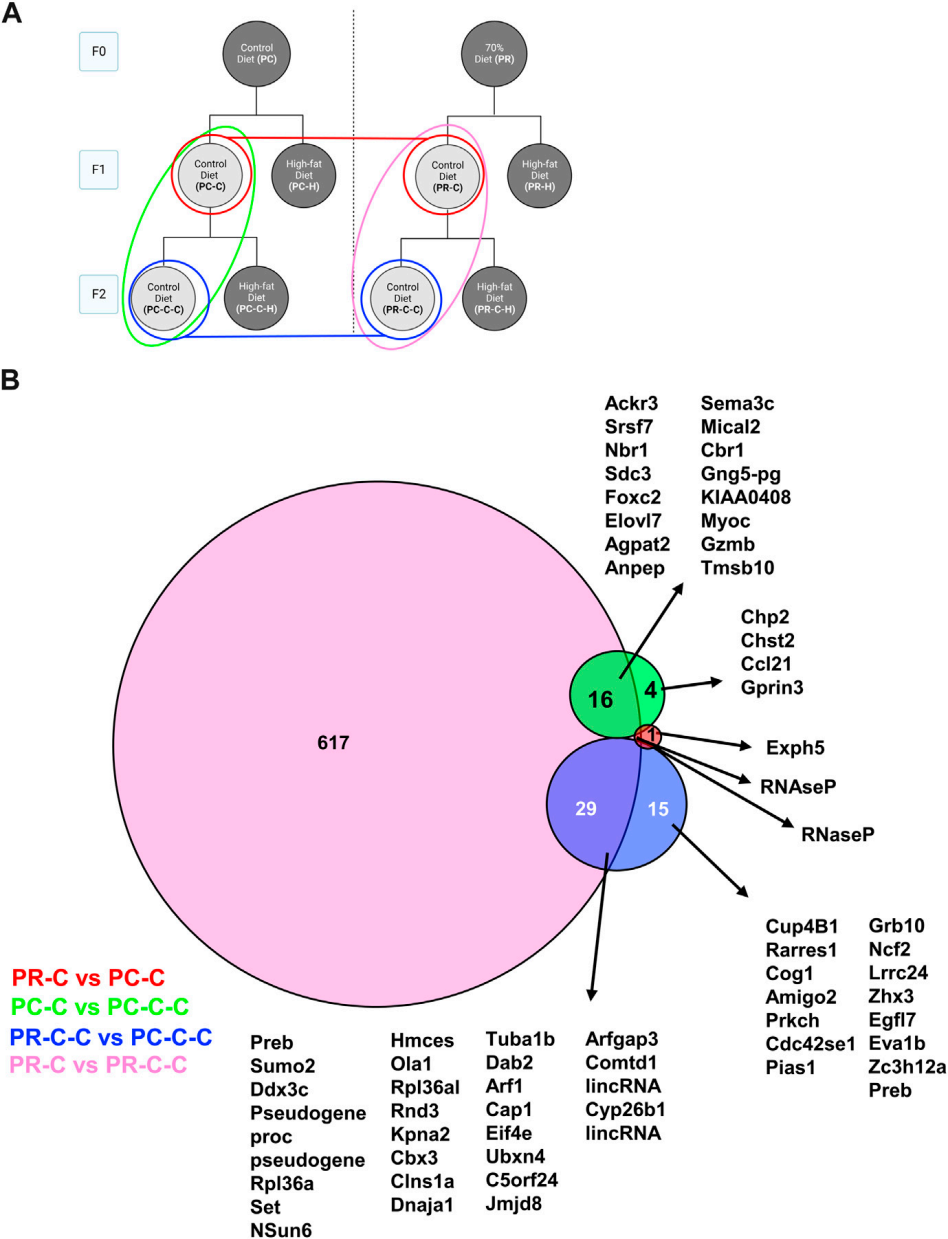
F1 and F2 control diet comparisons with protein network analysis. **(A)** Schematic indicating the comparisons of PC-C vs PR-C (2 DEGs), PC-C vs PC-C-C (45 DEGs), PC-C-C vs PR-C-C (22 DEGs), and PR-C vs PR-C-C (663 DEGs) and the colors of the groupings correspond to the DeepVenn diagram of differentially expressed genes **(B)** Overlapping regions indicate differentially expressed genes shared by two comparator conditions and non-overlapping regions indicate gene uniquely differential for a given comparator group. Genes not listed here are delineated in Supplemental Spreadsheet 1.

Within the HFD challenged cohorts, the most transgenerational gene expression differences were observed in the comparisons between F2 prenatal controls and their F1 counterparts (i.e., PC-H vs PC-C-H), and the F2 prenatally restricted group (i.e., PC-C-H vs PR-C-H) (Figure 7). 

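In PC-H vs PC-C-H, with 2 PC-C-H animals, limma gave 0 differentially expressed genes and 2581 at an unadjusted p-value under 0.05. DESeq2 gave 575, 134 higher and 441 lower in PC-C-H, of which 543 were in this comparison alone among the 4 of high fat diet groups. Without PC-H animal 34 DESeq2 gave 23 genes, and without PC-H animal 21 it gave 2607 and limma 1900. The latter counts rest on PC-H animals 11 and 34, the PC-H animals nearest to animal 51 on the first principal component. In PC-C-H vs PR-C-H, limma gave 0 genes and 289 at an unadjusted p-value under 0.05. DESeq2 gave 16, 7 higher and 9 lower in PR-C-H, of which 5 were in this comparison alone, and 8 without PR-C-H animal 59. With animal 51 as the third PC-C-H animal DESeq2 gave 365 genes in PC-H vs PC-C-H and 580 in PC-C-H vs PR-C-H.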

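In PR-H vs PR-C-H, limma gave 0 differentially expressed genes, with 272 at an unadjusted p-value under 0.05. DESeq2 gave 9, 1 higher and 8 lower in PR-C-H, of which 2 were in this comparison alone, and 17 without PR-H animal 31. In PC-H vs PR-H, 30 of the DESeq2 genes were in this comparison alone and 28 were shared with PC-H vs PC-C-H.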

The remaining comparisons exhibited only modest gene changes with many shared among conditions (<30 genes for any group).

**FIGURE 7:**
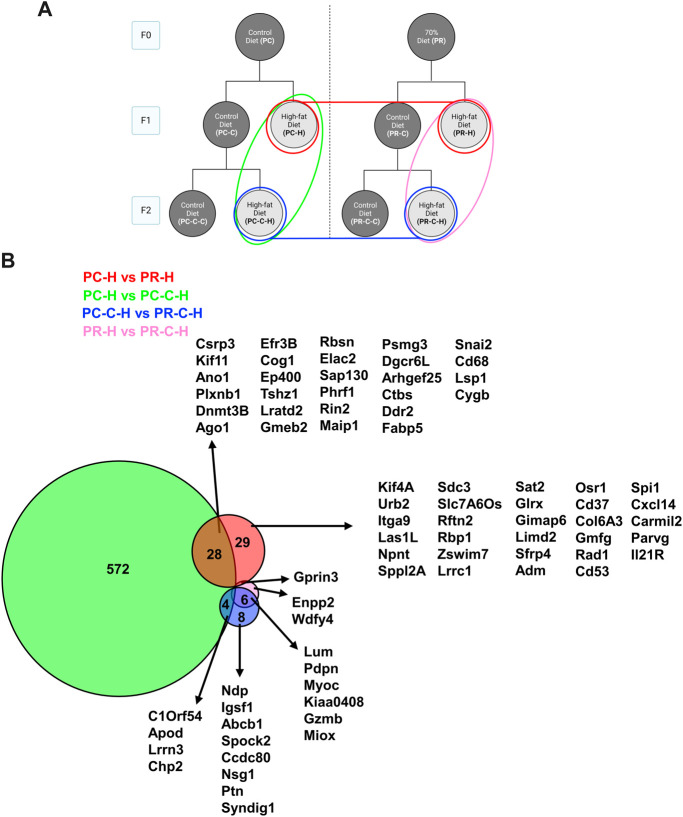
F1 and F2 HFD comparisons with protein network analysis. **(A)** Schematic indicating comparisons of PC-H vs PR-H (16 DEGs), PC-C vs PC-C-C (604 DEGs), PC-C-H vs PR-C-H (18 DEGs), and PR-H vs PR-C-H (9 DEGs) and the colors of the groupings correspond to the DeepVenn diagram of differentially expressed genes. **(B)** Overlapping regions indicate differentially expressed genes shared by two comparator conditions and non-overlapping regions indicate gene uniquely differential for a given comparator group. Genes not listed here are delineated in Supplemental Spreadsheet 1. F1 and F2 HFD comparisons with protein network analysis.

Comparisons between prenatal conditions and generations for genes altered between HFD challenge and their respective control group revealed a number of differences (Figure 8). HFD induced a fairly large number of gene changes in the F1 generation from the control F0 arm (167 genes; PC-C vs PC-H) compared to the same challenge in the prenatally restricted diet arm (16 genes; PR-C vs PR-H). This trend appears to reverse in the F2 generation with the control diet arm displaying fewer affected genes (49 genes; PC-C-C vs PC-C-H) while the prenatally restricted diet F2 subjects exhibited many more uniquely altered genes (679 genes; PR-C-C vs PR-C-H). 

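Among the 4 comparisons of high fat and control diet, limma gave 12 genes that were differentially expressed in PC-C vs PC-H alone and 0 in PR-C vs PR-H alone. DESeq2 gave 166 and 6. The difference between the diet responses of the 2 F1 arms was tested itself as an interaction. It gave 0 genes with limma, with 956 at an unadjusted p-value under 0.05, and 0 with DESeq2, with 1298 at an unadjusted p-value under 0.05. With each animal left out in turn, the interaction gave 0 genes with limma in all 12 models. DESeq2 gave 283 without PC-H animal 21, which leaves PC-H animals 11 and 34, and 0 to 7 without any other animal. It gave 12 with animal 51 in the model, and 8 with the 6-animal division described for PR-C vs PR-C-C as a term.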

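In PC-C-C vs PC-C-H, limma gave 1 differentially expressed gene, Mylip, with 1012 genes at an unadjusted p-value under 0.05, and DESeq2 gave 48, 23 higher and 25 lower in PC-C-H. Without PC-C-C animal 52 limma gave 239 genes and DESeq2 490. Both PC-C-C animals then left belong to the 6-animal division and the PC-C-H animals used do not. These counts cannot separate the diet from that division. In PR-C-C vs PR-C-H, limma gave 345 genes, 209 higher and 136 lower in PR-C-H, with 2089 at an unadjusted p-value under 0.05. DESeq2 gave 682, 375 higher and 307 lower, and 337 genes were found with both tests. Of the 345 genes, 344 separated the groups without overlap, as did 26.3% of all genes tested, where chance gives 10%. Without PR-C-H animal 43 limma gave 110 genes and DESeq2 300. In PR-C-H, ENSCPOG00000007538 had 28.5 ± 2.3 normalized counts (SD, n = 3), and its log2 value fell by 5.03 from PR-C-C (standard error 0.75, adjusted p = 0.00172, limma). ENSCPOG00000003379 had 739 to 983 normalized counts in PR-C-H.
The interaction of F0 ration and diet in the F2 generation gave 0 genes with limma, with 349 at an unadjusted p-value under 0.05, and 23 with DESeq2, 10 higher and 13 lower, and 37 with DESeq2 when animal 51 was in the model. The change of the diet response from F1 to F2 was also tested. In the PC arm it gave 0 genes with limma, with 1305 at an unadjusted p-value under 0.05, and 33 with DESeq2. Without PC-C-C animal 52 limma gave 78, and both PC-C-C animals then left belong to the 6-animal division. DESeq2 gave from 8 without PC-H animal 34 to 626 without PC-H animal 21, which leaves PC-H animals 11 and 34. In the PR arm the change gave 10 genes with limma, 1 without PR-H animal 31, and 160 with DESeq2, 70 with animal 51 in the model.
The 3 PR-C-C animals lie on 1 side of the 6-animal division described for PR-C vs PR-C-C. The 3 PR-C-H animals lie on the other, so no value within a side exists. Estimates with the division as a term rest on PC-C-C animal 52 against PC-C-C animals 54 and 55. With that term the DESeq2 standard error of Abcg1 in PR-C-C vs PR-C-H grew from 0.577 to 1.05. Fewer genes with the term can thus reflect lower precision, and do not show that the division accounts for the genes. With the division as a term, PR-C-C vs PR-C-H gave 0 genes with limma and 31 with DESeq2. PC-C-C vs PC-C-H then gave 0 with limma and 23 with DESeq2, and the difference between F2 and F1 in the PR arm 0 with limma and 15 with DESeq2.

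**Figure D3:**
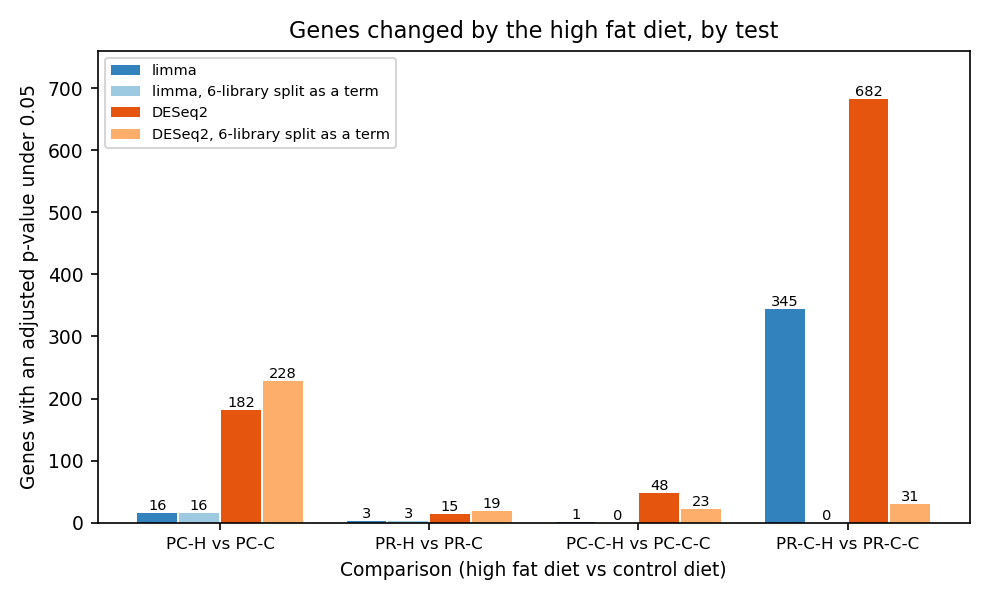
Number of genes with an adjusted p-value under 0.05 in the 4 comparisons of high fat and control diet. Bars give limma and DESeq2, each without and with the 6-animal division as a term. In PR-C-C vs PR-C-H the bars stand at 345 and 682 without the term and at 0 and 31 with it. The estimates with the term in that comparison rest on PC-C-C animal 52 against animals 54 and 55. The fall can thus reflect lower precision.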

When these groups are compared together, a more complex interaction of shared genes is unveiled with many more affected transcripts being shared by two or more groups (Figure 8B). 

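Of the genes differentially expressed in the 4 diet comparisons, 4 were found in 2 or more of them with limma, 40 with DESeq2 and 2 with edgeR. PR-C vs PR-C-C and PR-C-C vs PR-C-H, which share the 3 PR-C-C animals, had 214 genes in common with limma, and 399 with DESeq2, and all of these changed in opposite directions in the 2 comparisons. Without PR-C-C animal 41 limma gave 64 shared genes. With the 6-animal division as a term limma gave 0 shared genes, an estimate that rests on PC-C-C animal 52 against animals 54 and 55.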

Of particular interest is the convergence of common genes for all four groups. This includes *Abcg1* (an ATP-binding cassette (ABC) transporter involved in cholesterol efflux (Munch et al., 2012)), *Srebf1* (a basic helix-loop-helix-leucine zipper (bHLH-Zip) transcription factor implicated in regulating sterol metabolism (Nguyen et al., 2021)) and *Mylip* (a E3 ubiquitin ligase known to regulate low-density lipoprotein expression (Emmer et al., 2021)) with all upregulated in high fat challenge, likely representing a coordinated cellular response to a dyslipidemic environment.

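In PC-C-C vs PC-C-H, Abcg1 had 2396 ± 147 normalized counts in PC-C-H (SD, n = 2) and 247 ± 104 in PC-C-C (SD, n = 3), a log2 fold change of 3.36 (standard error 0.63, adjusted p = 0.0836, limma). Srebf1 had a log2 fold change of 2.57 (standard error 0.61, adjusted p = 0.258, limma). Mylip had 1436 ± 84.5 and 456 ± 41.8, a log2 fold change of 1.66 (standard error 0.25, adjusted p = 0.0188, limma). DESeq2 gave adjusted p-values of 0.000809, 0.0131 and 3.97e-07 for Abcg1, Srebf1 and Mylip. Their DESeq2 log2 fold changes were 3.28, 2.46 and 1.66, and 3.93, 1.80 and 1.75 with the 6-animal division as a term. With that term, animal 52 is the only PC-C-C animal on the side of the PC-C-H animals used.
In PR-C-C vs PR-C-H, Abcg1 had 2799 ± 381 normalized counts in PR-C-H and 227 ± 44.7 in PR-C-C (SD, n = 3 each), a log2 fold change of 3.63 (adjusted p = 0.00218, limma). Srebf1 had 864 ± 324 and 67.1 ± 5.76, a log2 fold change of 3.60 (adjusted p = 0.00172, limma). Mylip had 1665 ± 173 and 457 ± 102, a log2 fold change of 1.88 (adjusted p = 0.000251, limma). With the 6-animal division as a term, DESeq2 gave in this comparison a log2 fold change of 4.52 for Abcg1 (adjusted p = 0.0188), 2.54 for Srebf1 (adjusted p = 0.467) and 2.01 for Mylip (adjusted p = 0.00266).
Averaged over the 4 comparisons, the log2 fold change was 3.46 for Abcg1 (standard error 0.29, adjusted p = 8.57e-07, limma), 3.17 for Srebf1 (standard error 0.28, adjusted p = 1.56e-06, limma) and 1.64 for Mylip (standard error 0.11, adjusted p = 5.29e-08, limma). Animal 51 included, each of the 12 animals fed the high fat diet had higher normalized counts of Abcg1, Srebf1 and Mylip than each of the 12 fed the control diet. The lowest high fat and highest control value were 1181 and 658 for Abcg1, 427 and 227 for Srebf1, and 1336 and 659 for Mylip. The study chose the 3 genes on these animals, so this separation is not independent evidence. With limma 1 gene, Mylip, was differentially expressed in all 4 comparisons. The count was 0 without PR-H animal 16, 23 or 31, PR-C animal 25 or 36 or PC-C-C animal 54 or 55, and 3 without PC-C animal 28 or PC-C-C animal 52. With DESeq2 the genes in all 4 were Abcg1, Srebf1, Mylip and Ackr3, and Ackr3 fell in PR-C-H.

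**Figure D4:**
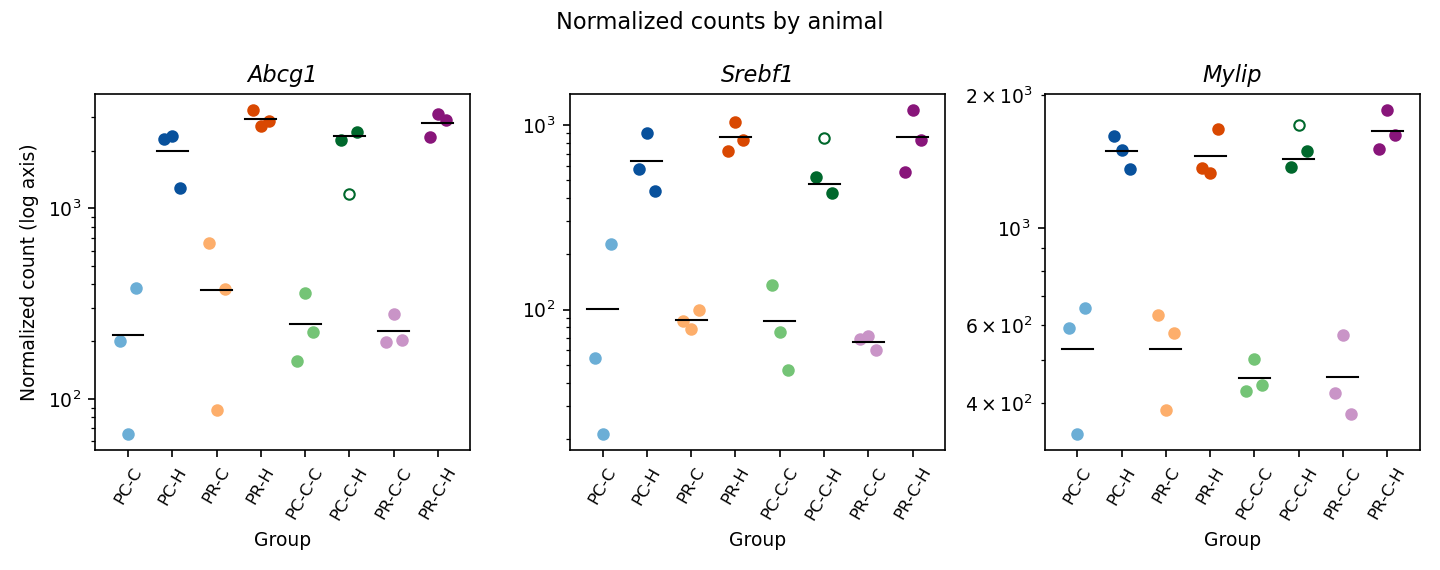
Normalized counts of Abcg1, Srebf1 and Mylip for each animal by group, on a log axis. Points are animals, the open point is animal 51 and the line is the mean of the animals used; in each panel the lowest high fat animal lies above the highest control animal.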

**FIGURE 8:**
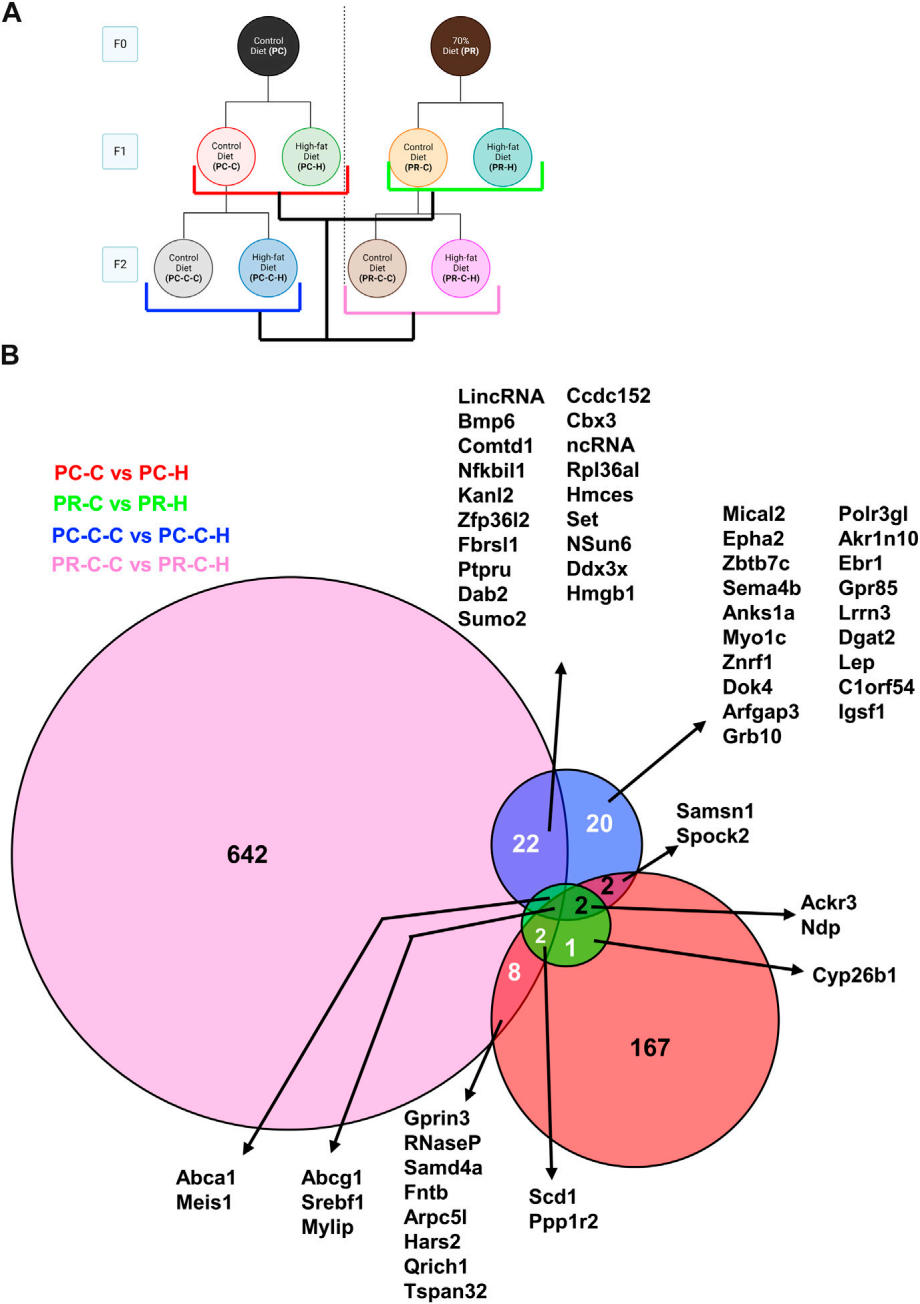
Within generation and transgenerational Control and HFD comparisons with protein network analysis. **(A)** Schematic indicating comparisons of PC-C vs PC-H (185 DEGs), PR-C vs PR-H (16 DEGs), PC-C-C vs PC-C-H (49 DEGs), and PR-C-C vs PR-C-H (679 DEGs) and the colors of the groupings correspond to the DeepVenn diagram of differentially expressed genes. **(B)** Overlapping regions indicate differentially expressed genes shared by two comparator conditions and non-overlapping regions indicate gene uniquely differential for a given comparator group. Genes not listed here are delineated in Supplemental Spreadsheet 1.

## Discussion

We established a transgenerational model to study prenatal food restriction with a second challenge of HFD. We found no differences in birth weight of offspring from the control and food restricted dams. Historically, the Barker group produced the earliest observations indicating an inverse relation between birthweight and mortality from ischemic heart disease (Barker et al., 1989). Since that time, birthweight has been extensively used as a marker for elevated risk of adult-onset chronic disease with many human diseases linked to low birth weight worldwide (Thornburg, 2023). Animal model studies have also shown that malnutrition of various forms can be associated with reduced birthweight of offspring and elevated risks for disease states. However, not all maternal stressors, nutritional or otherwise, lead to a reduction in birthweight. Interestingly, we did not observe a significant decrease in maternal weight or the birth weight in the F1 generation and mirroring other studies of gestational dietary challenges. In the case of humans, the Dutch Hunger winter that spanned the winter of 1943 and spring of 1944 resulted in early gestation undernutrition yet did not result in statistically reduced birthweight (Schulz, 2010). However, studies decades later showed clear associations with chronic conditions including coronary heart disease, obesity, renal dysfunction and type 2 diabetes in this population (Roseboom et al., 2006). Similarly, animal studies have also demonstrated elevated disease risk from nutrition deficit does not necessarily require reduced birthweight (Jones and Friedman, 1982). As Langley-Evans posited (Langley-Evans, 2006), fetal nutrient imbalances can influence lifespan disease risk independent of alter fetal growth. We believe that our observations of clear endothelial transcriptome effects indicate the minimal amount of maternal dietary restriction necessary to engage epigenetic mechanisms have not been established and our data reflects that the activation threshold for transgenerational genomic remodeling is sensitive to more subtle dietary perturbation than has been previously appreciated.

The second challenge of HFD caused a decrease in the rate of weight gain in animals from both prenatal environments (control and food restricted) and both generations (F1 and F2). This is likely due to the animals decrease in total food intake for the HFD. Improvements to this model should include a HFD which is more appealing to the guinea pigs. Importantly, the HFD diet did alter the blood chemistry by increasing cholesterol and decrease triglycerides, similar to other studies with guinea pigs (Fernandez et al., 1992). While there are multiple causes for the increase in cholesterol (*de novo* synthesis of cholesterol, lipoprotein uptake, cholesterol esterification and reverse cholesterol transport) (Lange, 1994) more investigation is needed to determine the mechanism in this model. Hypercholesterolemia is known to cause endothelial cell dysfunction and increase the risk of cardiovascular disease (Feron et al., 1999; Halcox et al., 2009). The molecular mechanisms at work for these cardiovascular phenotypes is only somewhat understood with the cellular basis for transgenerational components of such phenotypes are less clear and this model may provide additional insights. Given that the cardiovascular system is a well-established target of epigenetic reprogramming by maternal dietary restriction (Thornburg et al., 2010; Coppede et al., 2022), we assessed how gene expression changes in the vasculature using the carotid artery, a large, athero-prone vessel, and the unbiased profiling approach of bulk mRNA sequencing. Our acute harvesting of RNA using a guanidinium/phenol flush produced a sample that predominately reflected the endothelial cell transcriptome (Supplementary Figure S3). This is a critical aspect of our analysis as endothelial dysfunction is an underlying component of many cardiovascular diseases (Bonetti et al., 2003; Gimbrone and Garcia-Cardena, 2016). A complete analysis of the observed adaptations in gene alterations is beyond the scope of this report, but the magnitude of effect in the conditions and specific gene alterations merit discussion of their known roles in cardiovascular function and pathophysiology.

Pair-wise comparisons of the F1 generation conditions (Figures 4A–D) produced the surprising finding that offspring from an *ad libitum* diet mother produce a larger number of gene alterations in response to a HFD relative to offspring from a restricted mother (Figure 4). Protein network analysis of the *ad libitum* diet arm of F1 using the STRING algorithm identified several protein networks among both the upregulated (Figure 7B) and the downregulated genes. The upregulated genes were linked to specific Gene Ontology (GO) terms associated with protein folding, consistent with endoplasmic reticulum stress as a driver of endothelial dysfunction (Lenna et al., 2014). Recent reports highlight this effect specifically in metabolic challenges associated with diabetes (Maamoun et al., 2019) and HFD (Zhong et al., 2023). The downregulated genes for PC-C *versus* PC-H exhibited smaller gene networks and produced no GO terms (Figure 7C). Despite the smaller number of affected transcripts, the restricted diet F1 comparison (PR-C *versus* PR-H) produced a number of genes associated with GO terms including: Positive regulation of cholesterol biosynthetic process (*Abcg1*, *Srebf1*), Negative regulation of cholesterol storage (*Abca1*, *Abcg1*), and Regulation of cholesterol biosynthetic process (*Abca1*, *Srebf1*, *Scd1*). Our finding of fewer transcripts associated with the dietary restriction arm of the F1 generation may seem inconsistent with previous reports that indicate a worsening of cardiovascular disease in offspring where maternal dietary restriction occurred (Thompson et al., 2014; Darby et al., 2022). However, it is important to note that our subjects only consumed their HFD for 12 weeks. This duration of HFD was sufficient to alter serum cholesterol and triglycerides (Figure 3), yet it is very possible that our transcriptomes were measured before or after a wave of genomic responses to HFD that underlie observed increases in cardiovascular risk.

Interestingly, a comparison of the affected genes shared by both arms of the F1 generation reveals a shared set of transcripts that include some of the cholesterol genes found in the restricted diet F1 animals (Figure 4E). As described in the results, a number of these genes have been linked to lipid metabolism and in some cases cardiovascular function and disease including: *Abcg1* (Munch et al., 2012), *Srebf1* (Nguyen et al., 2021), *Scd1* (Balatskyi and Dobrzyn, 2023), *Mylip* (Weissglas-Volkov et al., 2011; Emmer et al., 2021), and *Ackr3* (Gencer et al., 2022). A subset of this constellation of transcripts also exists in other conditions within our study as discussed below. The remaining pair-wise comparisons yielded only small relational networks with no ontology terms, which in some cases included both up and downregulated genes (Figures 5A–C), while others yield only upregulated (Figure 5D) or downregulated (Figure 5E) gene networks.

We next extended our analysis to multiple comparisons to determine the common and distinct aspects of endothelial transcriptomes across our cohorts. We first examined how the control groups varied across both F1 and F2 generations (Figure 6A). In comparing the F1 control groups only two differential genes were detected (Figures 6A, B, red), whereas the F2 generation differed by 44 transcripts (Figures 6A, B, blue). The transgenerational differences in each dietary arm yielded distinct numbers of gene differences with the control prenatal diet arm expressing 21 differential genes between F1 and F2 (Figures 6A, B, blue). Alternatively, the restriction prenatal arm controls were found to differ by 663 genes (Figures 6A, B, pink). A number of possibilities exist to explain this large number of differential genes detected between the F1 and F2 restriction controls. Our strict statistical criteria may have filtered these genes in other cohorts despite approaching significance. In some cases, this divergence may reflect the inter-animal variability associated with the fact our animals are outbred. The former option could be verified in future studies by increasing the sample size for each cohort, perhaps through focusing on specific conditions rather than the broad range we chose for our initial characterization. The latter case of genetic diversity poses a more substantive challenge as only a limited number of inbred lines currently exist.

In comparing the HFD cohorts across dietary arms and generations, we also observe one case where large numbers of transcripts differed between conditions (Figure 7). While the F1 HFD cohorts only differ by 58 genes (Figures 7A, B, red), the F2 HFD cohorts by only 18 genes (Figures 7A, B, blue), and the dietary restriction arm F1 and F2 HFD generations only differ by 9 transcripts (Figures 7A, B, pink). In contrast, the control arm F1/F2 comparison produced 604 differential genes between these two *ad libitum* diet control sets. Our comparison of the gene signatures produced by each pair-wise control-diet/HFD set (Figure 8A) revealed that each condition retains a number of unique gene expression patterns, but also has a number of gene sets shared between conditions. It also illuminated the fact that three genes are shared by all four conditions: *Abcg1*, *Srebf1* and *Mylip*. As discussed above, these genes all relate to cardiovascular disease and may represent a wide-spread response of endothelial cells to maintain cellular homeostasis regardless of their epigenetic status. Similarly, an additional 2 genes, *Abca1* and *Meis1*, are shared by all conditions except the F1 control arm comparison. Similar to *Abcg1*, *Abca1* is a cholesterol transporter that may also reflect the increased cholesterol burden associated with HFD. The homeobox transcription factor *Meis1* may represent one of the nuclear factors contributing the observed alterations in gene expression. None of these shared genesets analyses produced GO terms, indicating that these transcriptional alterations may modify diverse pathways within the endothelial cells and will require additional study to determine their individual or synergistic roles in increased cardiovascular risk.

Interestingly, long non-coding RNAs (lncRNAs) were a class of transcripts detected in several of our cohorts. While it has proven difficult to identify *bona fide* orthologs of specific lncRNAs across species, it is clear these genes play crucial roles in the homeostasis of the vascular system (Li et al., 2020; Ding et al., 2022; Tang et al., 2022) and our data would support a role for them in response to dietary perturbations either *in utero* or post-natally. As RNA structural predictions improve, it may be possible to link established lncRNA in mouse or human with those observed in our study.

Taken together, our transcriptomic data indicate that this transgenerational model captures transcriptional differences associated with maternal dietary restriction and also the molecular consequences of a second challenge of HFD, as has been recently demonstrated in another guinea pig model (Sarr et al., 2016). HFD is an important component of this study as it can act to reveal covert alterations in gene regulation which lower the threshold for gene expression changes or only manifest when cells are repeatedly challenged. Other challenges may yield similar or distinct responses primed by prenatal stress, but such associations must await additional transcriptional studies to confirm common regulatory schemes shaping endothelial responses.

## Conclusion

Physiologic parallels are a critical component in identifying appropriate model systems. Our interest is in determining molecular mechanisms that contribute to the transgenerational effects of fetal epigenetic remodeling. Here we present data from our transgenerational model applying maternal food restriction and determining how it alters genomic conditioning based on transcriptional responses to a second challenge such as HFD in our case. Thoughtful selection of the guinea pig based on its hemochorial placenta, precocious organ development timeline, and postnatal lipid profiles make this model translationally relevant to study the endothelial underpinnings of developmental programming. Pregnancy rates and litter sizes were unchanged by maternal undernutrition, and female F1 offspring also had comparable pregnancy rates and litter sizes making this a viable transgenerational model. Our transcriptional analyses demonstrate that this model system reproducibly undergoes genetic remodeling in response to dietary challenges both pre- and postnatal. It also illuminates gene sets that are potentially primed by familial history and others that exhibit responsiveness to these insults regardless of history. One important factor that our sample size precluded is the effect of sex on the response to either maternal stress or dietary challenge, but this component will be a critical aspect for future studies. The determination of how generalizability these finding are will require also additional studies that track transcriptional responses to other physiologic challenges secondary to material diet augmentation and comparison with our data. Here, we utilized HFD to as a second insult and measured alterations in endothelial transcriptional responses between dietary conditions. Future comparisons using the paradigm described here with other secondary insults such as cigarette smoke, hypertension or diabetes will provide additional insights into how the epigenetic effects of maternal diet permeate future generations.

## Limitations of the study

The limitations associated with the current study include at least seven aspects. First, the relatively small study size due to the large number of treatment groups used. Statistical power would be increased by increasing animal numbers in future studies. Second, we lack information regarding the prenatal environment of the original F0 generation females that may differ significantly and introduce additional variability. Third, the guinea pigs used in this study were not congenic and thus inter-individual genetic difference may also contribute to any observed variation. Fourth, future studies will also need to further optimize the HFD dietary modifications to minimize the initial weight loss we observed. Fifth, our focus on the carotid artery limits the conclusions that can be drawn regarding other vascular beds, including resistance arteries. Sixth, animal numbers limiting our ability to assess sex-dependent effects that have been noted previous in the literature regarding maternal dietary effects. Finally, we do not have *in vivo* or *ex vivo* measures of vascular function with which to correlate our findings.

## Data Availability

The data presented in the study are deposited in the NCBI Gene Expression Omnibus (GEO) repository, accession number GSE244302.

# Supplementary material for: Development of a novel Guinea Pig model producing transgenerational endothelial transcriptional changes driven by maternal food restriction and a second metabolic insult of high fat diet
**Source:** Front Physiol. 2023 Oct 24;14:1266444. doi: 10.3389/fphys.2023.1266444
**Supplement:** Supplementary file 1

# Supplemental Table 1

|           | Total kcal/kg/day      |                         | Fat kcal/kg/day       |                      | Protein kcal/kg/day   |                      | Carbohydrate kcal/kg/day |                       |
|-----------|------------------------|-------------------------|-----------------------|----------------------|-----------------------|----------------------|--------------------------|-----------------------|
| <b>F1</b> | <b>Baseline</b>        | <b>After Diet</b>       | <b>Baseline</b>       | <b>After Diet</b>    | <b>Baseline</b>       | <b>After Diet</b>    | <b>Baseline</b>          | <b>After Diet</b>     |
| PC-C      | 241 ± 62 <sup>A</sup>  | 222 ± 72 <sup>A</sup>   | 32 ± 8 <sup>A</sup>   | 30 ± 7 <sup>A</sup>  | 64 ± 17 <sup>AB</sup> | 59 ± 19 <sup>A</sup> | 145 ± 37 <sup>AB</sup>   | 134 ± 43 <sup>A</sup> |
| PC-H      | 247 ± 61 <sup>AB</sup> | 165 ± 82 <sup>B</sup>   | 40 ± 17 <sup>BC</sup> | 62 ± 31 <sup>B</sup> | 64 ± 17 <sup>A</sup>  | 34 ± 17 <sup>B</sup> | 135 ± 48 <sup>C</sup>    | 67 ± 33 <sup>B</sup>  |
| PR-C      | 293 ± 80 <sup>C</sup>  | 241 ± 105 <sup>A</sup>  | 39 ± 11 <sup>BD</sup> | 32 ± 14 <sup>A</sup> | 78 ± 21 <sup>C</sup>  | 64 ± 28 <sup>A</sup> | 176 ± 48 <sup>A</sup>    | 145 ± 63 <sup>A</sup> |
| PR-H      | 262 ± 79 <sup>B</sup>  | 209 ± 97 <sup>C</sup>   | 42 ± 21 <sup>CD</sup> | 77 ± 35 <sup>C</sup> | 68 ± 21 <sup>BC</sup> | 43 ± 20 <sup>C</sup> | 141 ± 58 <sup>BC</sup>   | 82 ± 37 <sup>C</sup>  |
| <b>F2</b> |                        |                         |                       |                      |                       |                      |                          |                       |
| PC-C-C    | 235 ± 57 <sup>A</sup>  | 196 ± 59 <sup>ABC</sup> | 31 ± 8 <sup>A</sup>   | 26 ± 8 <sup>A</sup>  | 62 ± 15 <sup>A</sup>  | 52 ± 16 <sup>A</sup> | 142 ± 34 <sup>A</sup>    | 118 ± 35 <sup>A</sup> |
| PC-C-H    | 247 ± 76 <sup>A</sup>  | 181 ± 79 <sup>AD</sup>  | 41 ± 23 <sup>B</sup>  | 60 ± 27 <sup>B</sup> | 64 ± 20 <sup>A</sup>  | 39 ± 17 <sup>B</sup> | 130 ± 53 <sup>A</sup>    | 61 ± 28 <sup>B</sup>  |
| PR-C-C    | 240 ± 78 <sup>A</sup>  | 213 ± 76 <sup>B</sup>   | 32 ± 10 <sup>AB</sup> | 28 ± 10 <sup>A</sup> | 64 ± 21 <sup>A</sup>  | 57 ± 20 <sup>A</sup> | 144 ± 47 <sup>A</sup>    | 128 ± 45 <sup>A</sup> |
| PR-C-H    | 241 ± 85 <sup>A</sup>  | 194 ± 97 <sup>CD</sup>  | 37 ± 21 <sup>AB</sup> | 64 ± 31 <sup>B</sup> | 63 ± 22 <sup>A</sup>  | 42 ± 22 <sup>B</sup> | 132 ± 53 <sup>A</sup>    | 68 ± 35 <sup>B</sup>  |

How the deposited data were processed for this re-analysis (not part of the article)

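Messenger RNA flushed from the carotid endothelium of 24 guinea pigs was measured by sequencing, 3 animals in each of 8 groups, which cross the F0 ration (PC or PR), the generation and the diet of the animal. Each animal has its own number and gave 1 library. The sample labels do not give the litter of an animal, and no paired analysis was run. For PC-H animal 34 the study's animal list notes a 75:25 diet mix after 7.5 weeks. According to the paper, the authors checked the reads with FastQC, trimmed them with Trimmomatic, aligned them with STAR and analysed them with DESeq2 in R; versions, genome build, annotation and the program that counted reads on genes are not given in the paper's text. The signal values that the authors deposited are reads per gene divided by 1 DESeq2 size factor per library, as tested on the values: 100% of them are whole reads times the step of their column, and size factors computed again from those reads over all 24 libraries differed from the deposited ones by at most 4.2e-15 in relative terms. The table holds 18149 genes after the authors' filter, and the fewest reads of a gene over the 24 libraries is 4. All columns were used.

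Genes are listed by guinea pig Ensembl identifier. The reference table available matched 0 of them, and 147 were paired with a name through the study's list of genes for PC-C vs PC-H, of which only a part could be read. Genes outside that list are given by identifier, and the vascular markers of Supplementary Figure S3, Abca1 and Meis1 are not reported here. A genome sequence was not used here, so positions are not given.

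The study lists 23 animals and reports that 1 PC-C-H sample failed its quality check. PC-C-H animal 51 is absent from that list and was left out of the tests, and an alternative includes it. The other groups were formed by the paper's labels. Reads per library ranged from 14061522 to 31148123 with a median of 25618572. The closest pair of animals of the same group, PC-C-C 54 and 55, differed by a chi-square of 27.8 per degree of freedom, where counting error alone gives 1, so differences between animals limit the precision more than depth does. Reads without molecular identifiers are not independent molecules, and this figure covers counting error only.

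The test was fixed before the data were examined: edgeR for counts, and limma on log2 values if the table held counts divided by size factors, which it does. limma 3.58.1 was run with an intensity trend on log2 of the normalized count plus 1, for the 13224 genes with a mean of at least 10 over the 23 libraries, with a mean for each of the 8 groups in 1 model (15 residual and 5.17 prior degrees of freedom). The 12 comparisons of 2 groups, 4 differences between diet responses and the mean of the 4 diet responses were each adjusted over genes by the Benjamini-Hochberg method, with a threshold of 0.05. The DESeq2 1.42.0 Wald test, the paper's method, was run on the recovered reads of all 18149 genes with its default independent filtering.

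Genes were named by a rule: every gene the paper names in its text, the genes of Figures 4D and 4E, the colored protein folding genes of Figure 4B and, for each comparison, up to 2 genes with the highest and 2 with the lowest log2 fold change among those past the threshold with a mean of at least 50 and no overlap between the groups. Of 34 lists of genes written down, 5 had at least 80% of their members named. The 10 lists with at least 3 members tested were tested with limma's camera, at a correlation between genes of 0.01, and with fry, and adjusted by the Benjamini-Hochberg method over lists and 5 comparisons. The lists of Figure 4D and of the LXR targets had the same 4 genes tested. Lists for cell types, including endothelial cells, had 0 members named.

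The methods were tested on simulated data with 100 genes changed 4-fold and 100 changed less, among 13204 genes tested with limma and edgeR and 18149 with DESeq2. limma recovered 75% of the 200 changed genes and 91% of those changed 4-fold, with 7 false calls. edgeR recovered 74.5% with 2 false calls, and DESeq2 87.5% with 35 false calls and up to 11 in a comparison with no change.

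The alternatives were DESeq2, edgeR's quasi-likelihood test with TMM normalization, TMM normalization with limma, pseudocounts of 0.1 and 10, all genes, only the groups compared, 24 samples with animal 51, sex as a covariate, array weights and each animal left out in turn. Added after the values were seen were a term for a division of the libraries into 6 and 18, with limma and DESeq2, and DESeq2 with each animal left out and with animal 51. Other splits of the same animals were tested with limma and DESeq2. The software was R 4.3.3, edgeR 4.0.16, python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.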

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

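Tests in this part were chosen after the results were seen. The exceptions are the interaction tests and their alternatives set before the data were examined. These alternatives include DESeq2, and limma with animal 51 or with 1 animal left out.

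Animal 51 of the PC-C-H group, which the paper does not analyse, had 481 genes at more than 10-fold the normalized count of every other library, counting genes with at least 50 in animal 51. The other 23 libraries had at most 11 such genes and a median of 0. Low sequencing depth is argued against by its 21477925 reads, above the lowest library used, at 14061522. A few genes taking most of the reads is argued against, because its 10 most abundant genes held 14.7% of the reads, although this is above the 6.83% to 8.74% of the others. RNA from other cells or tissue is a candidate explanation that stays open, since cell type markers could not be found by name. The mean log2 normalized count of these genes was 10.7 in animal 51, then 4.68 in PC-H animal 34, 4.47 in PC-C-C animal 52 and 3.92 in PC-H animal 11, and 2.49 to 3.49 in the rest. In animal 51 Abcg1, Srebf1 and Mylip stood at 1181, 845 and 1711 normalized counts, above every control diet animal, as in the other animals fed the high fat diet. No biological explanation was tested, because the group's other animals share its diet and its F0 ration.

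In the PR arm, 10 genes had a response to the high fat diet that differed between F2 and F1 with limma, 1 with a higher and 9 with a lower log2 fold change in F2. Of 100 random splits of the same animals, 1 gave as many genes, the real one. The count was 1 without PR-H animal 31, 15 without PR-C animal 25, 0 with animal 51 in the model and 160 with DESeq2, which shared 9 of the 10 genes. The gene with the lowest adjusted p-value was ENSCPOG00000036998 (log2 difference -4.65, standard error 0.61, adjusted p = 0.0027, limma), at 2560 to 3920 normalized counts in PR-C-H and 17300 to 31100 in PR-C-C. The largest difference was that of ENSCPOG00000034862 (log2 difference 6.51, standard error 0.99, adjusted p = 0.00961, limma), at 187 to 223 normalized counts in PR-C-H and 0 to 2.93 in PR-C-C. Both are named here after their values were seen. The PR-C-C animals are all among 6 libraries that differ from the other 18 across groups, and with that division as a term limma gave 0 genes and DESeq2 15. In 6 of the 10 genes PC-C-C animals 54 and 55 differed from PC-C-C animal 52 in the direction that this division needs, as did 65% of all other genes. The division and a change of the diet response between generations cannot be told apart for these genes, since 10 genes are too few and no PR-C-C animal lies outside the division. A transgenerational change of the response stays open as untested.

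Among these genes is Ackr3, whose log2 fold change differed by -2.71 between F2 and F1 in the PR arm (standard error 0.50, adjusted p = 0.0468, limma; 0.000354, DESeq2). It stayed under the threshold in 10 of the 22 alternatives set before the data were examined. It rose from 1620 ± 374 normalized counts in PR-C to 4514 ± 366 in PR-H and went from 5226 ± 1441 in PR-C-C to 2467 ± 1414 in PR-C-H (SD, n = 3 each). In PC-C-C it stood at 1556 to 2355, below every PR-C-C animal, including in the animals 54 and 55 that share the division. As the 10 genes were tested as a set, at 6 of 10, the source of this difference stays open for Ackr3 as well.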

How the results depend on the processing

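The division of the libraries into 6 and 18 as a term, and DESeq2 with each animal left out or with animal 51, were chosen after the results were seen. For single genes named by symbol or by identifier, each tested in the comparisons it is named for, 600 results kept their side of the threshold, 114 lost it, 31 gained it and 2 changed direction. Both of these are ENSCPOG00000039839 with the division as a term, with a log2 fold change of -1.646 in PR-C-C vs PR-C-H, where the main value was 7.20, and 0.6403 in PR-C vs PR-C-C, where it was -8.20. ENSCPOG00000036145 had an adjusted p of 0.00392 with limma and 0.266 with DESeq2 in PR-C vs PR-C-C, and 0.00313 and 0.26 in PR-C-C vs PR-C-H. Except where a sentence says otherwise, the cause of a change was not tested. TMM normalization with limma, and a pseudocount of 10, left each count within 1.5 times.

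In some counts the direction with more genes changed; the first group of a pair is the reference. With limma PC-C vs PC-H went from 10 higher and 6 lower to 84 and 122 without PC-H 21, and the PR arm difference from 1 and 9 to 16 and 14 with sex as a covariate. In PC-C-C vs PC-C-H the 1 gene with limma was higher, and DESeq2 gave 23 higher and 25 lower. With DESeq2 this became 107 and 23 with animal 51, 328 and 162 without PC-C-C 52, and 7 and 6 without PC-C-C 54. With DESeq2 PC-H vs PC-C-H went from 134 higher and 441 lower to 233 and 132 with animal 51 and 14 and 9 without PC-H 34. PC-C vs PC-C-C went from 30 and 14 to 196 and 404 without PC-C-C 52 and 4 and 6 without PC-C-C 55. PR-C-C vs PR-C-H went from 375 and 307 to 7 and 24 with the division as a term and 209 and 218 without PR-C-H 59. PR-C vs PR-C-C went from 288 and 373 to 5 and 3 with that term and 259 and 230 without PR-C 25. PR-C vs PR-H went from 11 and 4 to 5 and 8 without PR-H 31, PC-H vs PR-H from 24 and 34 to 2 and 0 without PC-H 34, and PC-C vs PR-C from 1 and 0 to 0 and 2 without PR-C 17 and 1 and 7 without PR-C 25. Of the differences between diet responses with DESeq2, F2 went from 10 and 13 to 13 and 6 without PR-C-C 41, 16 and 11 without PC-C-C 54 and 15 and 11 without PC-C-C 55. The PC arm went from 12 and 21 to 5 and 2 with animal 51, 5 and 3 without PC-H 34 and 116 and 109 without PC-C-C 52. The PR arm went from 79 and 81 to 37 and 33 with animal 51, 48 and 47 without PR-H 31, 48 and 45 without PR-C-C 41 and 83 and 61 without PR-C-C 58. The mean diet response went from 300 and 229 to 9 and 21 with the division as a term.

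With DESeq2 in place of limma there were 182 genes in PC-C vs PC-H, 15 in PR-C vs PR-H, 1 in PC-C vs PR-C, 58 in PC-H vs PR-H, 48 in PC-C-C vs PC-C-H, 682 in PR-C-C vs PR-C-H, 21 in PC-C-C vs PR-C-C, 16 in PC-C-H vs PR-C-H, 44 in PC-C vs PC-C-C, 575 in PC-H vs PC-C-H, 661 in PR-C vs PR-C-C and 9 in PR-H vs PR-C-H. The difference between diet responses gave 23 genes in F2, 33 in the PC arm and 160 in the PR arm, and the mean diet response 529. Shared genes were 7 for the F1 comparisons, 4 for all 4 diet comparisons and 399 for the pair that shares PR-C-C. With edgeR there were 6 genes in PC-C vs PC-H, 1 in each of PR-C vs PR-H, PC-C vs PC-C-C and PC-H vs PC-C-H, and 1 shared by the F1 comparisons. In the self-test DESeq2 made 35 false calls, limma 7 and edgeR 2.

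With a pseudocount of 0.1 there were 3 genes in PC-C-C vs PC-C-H, 1 in PC-C-H vs PR-C-H, 2 in PC-H vs PC-C-H and 1 in each of the F2 and PC arm differences. With all genes there was 1 in PC-H vs PR-H. With only the groups compared in the model, which leaves fewer samples for the variance, there were 0 genes in PC-C vs PC-H, 1 in PR-C vs PR-H, 0 in PC-C-C vs PC-C-H, 8 in PC-C-H vs PR-C-H, 175 in PR-C vs PR-C-C and 3 in PR-H vs PR-C-H, 162 in the PR arm difference, and 0 shared by the F1 or by all 4 diet comparisons. With sex as a covariate there was 1 gene in PR-C vs PR-H, 30 in the PR arm difference, 254 in the mean diet response and 1 shared by the F1 comparisons.

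With animal 51, limma gave 4 genes in PC-C vs PC-H, 1 in PR-C vs PR-H, 2 in PC-C-C vs PC-C-H, 22 in PR-C-C vs PR-C-H, 18 in PR-C vs PR-C-C, 1 in the F2 difference, 0 in the PR arm difference, 15 in the mean diet response, 1 shared by the F1 comparisons and 13 by the pair that shares PR-C-C. DESeq2 with animal 51 gave 72, 26, 14, 13, 130, 322, 36, 580, 15, 365, 287 and 25 genes in the 12 comparisons, in the order of the DESeq2 counts above. It gave 12 genes in the F1 difference between diet responses, where DESeq2 without animal 51 gave 0, 37 in F2, 7 in the PC arm, 70 in the PR arm and 260 in the mean diet response. With array weights limma gave 0 genes in PC-C vs PC-H, 17 in PR-C vs PR-H, 647 in PC-C-C vs PC-C-H, 1766 in PR-C-C vs PR-C-H, 2 in PC-C-C vs PR-C-C, 10 in PC-C-H vs PR-C-H, 409 in PC-C vs PC-C-C, 667 in PR-C vs PR-C-C and 3 in PR-H vs PR-C-H. They gave 20 genes in the F2 difference, 1 in the PC arm, 344 in the PR arm, 928 in the mean diet response, 0 shared by the F1 or by all 4 comparisons and 554 by the pair that shares PR-C-C.

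With the division of the libraries as a term, limma gave 0 genes in PC-C-C vs PC-C-H, PR-C-C vs PR-C-H and PR-C vs PR-C-C, 1 in PC-C-C vs PR-C-C and in the PC arm difference, 0 in the PR arm difference, 4 in the mean diet response and 0 shared by all 4 diet comparisons or by the pair that shares PR-C-C. With it DESeq2 gave 0 genes in PC-C vs PR-C, 191 in PC-H vs PR-H, 23 in PC-C-C vs PC-C-H, 31 in PR-C-C vs PR-C-H, 2 in PC-C-C vs PR-C-C, 7 in PC-C vs PC-C-C and 8 in PR-C vs PR-C-C, and 8 in the F1 difference, 20 in F2, 73 in the PC arm, 15 in the PR arm and 30 in the mean diet response. The division is estimated from PC-C-C animal 52 against 54 and 55. With DESeq2 the standard error of Abcg1 grew with this term from 0.644 to 0.869 in PC-C-C vs PC-C-H and from 0.577 to 1.05 in PR-C-C vs PR-C-H. In PC-C vs PC-H, which has no library of the 6, standard errors did not grow in this way (Srebf1 0.522 without and 0.507 with the term).

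With 1 animal left out, limma gave from 1 gene (without PC-C 13) to 206 (PC-H 21) in PC-C vs PC-H, 0 (any but PR-C 17) to 2 (PR-C 17) in PR-C vs PR-H, 0 to 0 in PC-C vs PR-C, 0 to 1640 (PC-H 21) in PC-H vs PR-H, 0 to 239 (PC-C-C 52) in PC-C-C vs PC-C-H, 110 (PR-C-H 43) to 220 (PR-C-C 58) in PR-C-C vs PR-C-H, 0 to 1 (PC-C-C 52 or 54) in PC-C-C vs PR-C-C, 0 to 0 in PC-C-H vs PR-C-H, 0 to 271 (PC-C-C 52) in PC-C vs PC-C-C, 0 to 1900 (PC-H 21) in PC-H vs PC-C-H, 76 (PR-C-C 41) to 202 (PR-C-C 58) in PR-C vs PR-C-C and 0 to 1 (PR-C-H 59) in PR-H vs PR-C-H. Differences between diet responses gave 0 to 0 in F1, 0 to 1 (PR-C-H 43) in F2, 0 to 78 (PC-C-C 52) in the PC arm and 1 (PR-H 31) to 15 (PR-C 25) in the PR arm, and the mean response 60 (PC-C-C 55) to 659 (PC-C-C 52). Shared genes were 0 (PR-H 16, 23 or 31, PR-C 25 or 36) to 4 (PC-C 28) for F1, 0 (those 5 or PC-C-C 54 or 55) to 3 (PC-C 28 or PC-C-C 52) for all 4 and 64 (PR-C-C 41) to 135 (PR-C 25 or PR-C-C 58) for the pair that shares PR-C-C.

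DESeq2 with 1 animal left out gave 74 (PC-C 13) to 1524 (PC-H 21) genes in PC-C vs PC-H, 7 (PR-H 16) to 28 (PR-C 25) in PR-C vs PR-H, 0 (PR-C 36) to 33 (PC-C 27) in PC-C vs PR-C, 2 (PR-H 23 or PC-H 34) to 2459 (PC-H 21) in PC-H vs PR-H, 13 (PC-C-C 54) to 490 (PC-C-C 52) in PC-C-C vs PC-C-H, 300 (PR-C-H 43) to 571 (PR-C-C 58) in PR-C-C vs PR-C-H, 2 (PC-C-C 52) to 46 (PC-C-C 54) in PC-C-C vs PR-C-C, 8 (PR-C-H 59) to 19 (PR-C-H 46) in PC-C-H vs PR-C-H, 4 (PC-C-C 54) to 600 (PC-C-C 52) in PC-C vs PC-C-C, 23 (PC-H 34) to 2607 (PC-H 21) in PC-H vs PC-C-H, 306 (PR-C-C 41) to 506 (PR-C-C 58) in PR-C vs PR-C-C and 6 (PR-H 16) to 17 (PR-H 31) in PR-H vs PR-C-H. Differences between diet responses gave 0 (PC-H 11, PR-H 23 or PR-C 36) to 283 (PC-H 21) in F1, 14 (PR-C-H 43) to 27 (PC-C-C 54) in F2, 8 (PC-H 34) to 626 (PC-H 21) in the PC arm and 74 (PR-C 36) to 166 (PR-C 25) in the PR arm, and the mean response 322 (PC-C-C 55) to 1113 (PC-C-C 52). The adjusted p-value of the protein folding list with limma's camera ranged from 8.31e-10 (PC-H 34) to 4.71e-06 (PC-H 21) in PC-C vs PC-H, 2.66e-06 (PR-H 23) to 0.00443 (PR-C 36) in PR-C vs PR-H, 0.0405 (PC-C-C 52) to 0.443 (PC-C-C 55) in PC-C-C vs PC-C-H, 0.395 (PR-C-C 47) to 0.913 (PR-C-H 46) in PR-C-C vs PR-C-H and 1.57e-06 (PC-H 11) to 3.25e-05 (PC-H 34) over all 4. PC-C-H has 2 animals, so neither was left out.

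For depth, all libraries were thinned to 14061522 reads, which left 12495 genes to test and 11, 2, 1, 313 and 243 genes in PC-C vs PC-H, PR-C vs PR-H, PC-C-C vs PC-C-H, PR-C-C vs PR-C-H and PR-C vs PR-C-C.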

Differences from the paper's values

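The DESeq2 settings of the paragraph on added settings were chosen after the results were seen.

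With limma all 20 of the counts compared with the paper's text differed from the paper's, and with DESeq2, the paper's method, 4 did. The values are given with limma first, then the paper's, then the alternatives set before the data were examined that came within the paper's value. In PC-C vs PC-H limma gave 16 genes against the paper's 185; DESeq2 gave 182, and limma without PC-H animal 21 gave 206. In PR-C vs PR-H it gave 3 against the paper's 16, where DESeq2 gave 15 and array weights 17. In PC-H vs PR-H it gave 0 against the paper's 58, where DESeq2 gave 58. In PC-C vs PC-C-C it gave 0 against the paper's 45, where DESeq2 gave 44. In PC-C-C vs PR-C-C it gave 0 against the paper's 22, where DESeq2 gave 21. In PC-C vs PR-C it gave 0 against the paper's 2, and none of the alternatives set before the data were examined closed the gap; DESeq2 gave 1. In PR-C vs PR-C-C it gave 302 against the paper's 663, where DESeq2 gave 661 and array weights 667. In PC-H vs PC-C-H it gave 0 against the paper's 604, where DESeq2 gave 575. In PC-C-H vs PR-C-H it gave 0 against the paper's 18, where DESeq2 gave 16. In PR-H vs PR-C-H it gave 0 against the paper's 9, where DESeq2 gave 9. In PC-C-C vs PC-C-H it gave 1 against the paper's 49, where DESeq2 gave 48. In PR-C-C vs PR-C-H it gave 345 against the paper's 679, where DESeq2 gave 682 and only the groups compared 477. No other alternative set before the data were examined came within 1.5 times of these counts.

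For the same comparisons the paper also states other numbers. The legend of Figure 7 gives 16 genes for PC-H vs PR-H, where limma gave 0 and DESeq2 58. The discussion gives 21 for PC-C vs PC-C-C, where limma gave 0 and DESeq2 44, and 44 for PC-C-C vs PR-C-C, where limma gave 0 and DESeq2 21. None of the alternatives set before the data were examined closed these 3 gaps.

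DESeq2 settings added after the values were seen also came within 1.5 times of the paper's counts. With 1 animal left out, DESeq2 gave 2 genes in PC-C vs PR-C without PC-C 13, PR-C 17 or PC-C 28. It gave 148 in PC-C vs PC-H without PC-C 27 and 137 without PC-H 34. In PR-C vs PR-H it gave 11 without PR-C 17, 20 without PR-H 23 and 13 without PR-H 31. In PC-C-C vs PR-C-C it gave 21 without PR-C-C 41 and 20 without PR-C-C 47. In PR-C vs PR-C-C it gave 480 without PR-C 17, 489 without PR-C 25 and 506 without PR-C-C 58. In PC-C-H vs PR-C-H it gave 12 without PR-C-H 43 and 19 without PR-C-H 46. In PR-H vs PR-C-H it gave 6 to 12 without PR-H 16 or 23 or without PR-C-H 43, 46 or 59. In PR-C-C vs PR-C-H it gave 571 without PR-C-C 58. With the division of the libraries into 6 and 18 as a term, it gave 228 in PC-C vs PC-H, 19 in PR-C vs PR-H, 723 in PC-H vs PC-C-H, 14 in PC-C-H vs PR-C-H and 10 in PR-H vs PR-C-H. For the legend of Figure 7 it gave 13 in PC-H vs PR-H with animal 51 and 13 without PR-H 16. For the numbers of the discussion it gave 15 in PC-C vs PC-C-C with animal 51 and 21 without PC-C 13, and in PC-C-C vs PR-C-C 36 with animal 51, 46 without PC-C-C 54 and 45 without PC-C-C 55.

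Genes shared by PC-C vs PC-H and PR-C vs PR-H were 3 with limma against the paper's 8, and 7 with DESeq2. Genes shared by all 4 diet comparisons were 1 with limma against the paper's 3, 4 with DESeq2, 2 without PR-C animal 17, and 3 without PC-C animal 28 and without PC-C-C animal 52. Genes in PC-C vs PC-H alone were 12 with limma against the paper's 167, and 166 with DESeq2. Genes in PR-C-C vs PR-C-H alone were 341 with limma against the paper's 679, and 645 with DESeq2. Genes in PR-C vs PR-C-C alone were 302 with limma against the paper's 617, and 615 with DESeq2.

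Of 13 log2 fold changes in the study's spreadsheet for PC-C vs PC-H, that of Srebf1 differed: 3.22 with limma against the paper's 2.66 (standard error 0.522). The alternatives set before the data were examined that came within the error were DESeq2 (2.66), edgeR (2.66), a pseudocount of 10 (2.99), array weights (3.12), and leaving out PC-C animal 13 (3.10), PC-H animal 21 (2.94) or PC-C animal 27 (2.44). TMM normalization, a pseudocount of 0.1, all genes, only the groups compared, 24 samples with animal 51, sex as a covariate and leaving out PC-H animal 11, PC-C animal 28 or PC-H animal 34 did not.

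The paper places PC-C-H vs PR-C-H among the high fat diet comparisons with the most differences. DESeq2 gave 16 genes there, 575 in PC-H vs PC-C-H and 58 in PC-H vs PR-H. With animal 51, a setting added after the values were seen, DESeq2 gave 580, 365 and 13, and 25 in PR-H vs PR-C-H. In that setting PC-C-H vs PR-C-H was among those with the most genes, as in that statement of the paper. The counts in the paper's own discussion do not place it there, and are closer to those of DESeq2 without animal 51. The paper shows networks of upregulated genes alone for PC-C vs PC-C-C and of downregulated genes alone for the F2 controls; DESeq2 gave 30 genes higher and 14 lower in PC-C-C, and 4 higher and 17 lower in PR-C-C. The paper names Abcg1, Srebf1 and Mylip as the genes common to all 4 diet comparisons; with DESeq2 Ackr3 was also among them, and fell by 1.08 on the log2 scale in PR-C-C vs PR-C-H (adjusted p = 0.0496, DESeq2).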

Other observations

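All tests in this part were chosen after the results were seen, apart from the sex covariate, the test with a PR-C-C animal left out, and the DESeq2 counts of other splits in PR-C vs PR-H, PC-C vs PR-C, PC-C-C vs PR-C-C, PC-C vs PC-C-C and PR-H vs PR-C-H.

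A division of the libraries crosses the groups. In 25 genes the libraries PR-C-C 41, 47 and 58, PC-C-C 54 and 55 and PC-C-H 51 lay at least 4-fold above or below all 18 others, and in 9 of these at least 16-fold; the next division, of PC-H 11, PC-H 34 and PC-C-H 51 from the rest, had 4 genes at 4-fold, and that of the 6 females from the others 3. ENSCPOG00000036145 had 390.2 to 842 normalized counts in the 6 libraries and was listed at 0 in the 18, and ENSCPOG00000003379 had 0 to 5.82 in the 6 and 633 to 1219 in the 18. Of 13632 genes tested in 24 libraries, 327 separated the 6 completely, against at most 3 in 100 random divisions of the same size. In the 23 libraries without animal 51 the division separated 480 of 13224 genes, against at most 215 in random divisions. The division was picked in these data as the one with the most genes at 4-fold. Its lead over random divisions is therefore not independent evidence. Reads per library averaged 19864116 ± 3478496 in the 6 and 26512645 ± 2186369 in the 18 (SD; exact permutation p = 3.71e-05, two-sided, 5 of 134596 arrangements), and the 5 lowest totals all belong to the 6.

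The genes of PR-C vs PR-C-C and PR-C-C vs PR-C-H may follow this division rather than the groups, a hypothesis found in these data. Food restriction of the F0 dams is argued against as the whole cause, because the score of the 302 genes was at least 2.36 in PC-C-C 54 and 55 and PC-C-H 51, whose F0 dams were not restricted. The F2 generation is argued against in the same way, because the highest score of the F2 libraries outside the 6 was -0.229. The high fat diet is argued against as the whole cause of the 345 genes of PR-C-C vs PR-C-H, which include Abcg1, Srebf1 and Mylip, because 94.2% of them went the opposite way in PC-C-C 54 and 55 against 52, all fed the control diet, as did 62.6% of the other genes. Sequencing depth is argued against, because limma gave 243 genes in PR-C vs PR-C-C with every library thinned to the smallest depth. A batch of collection, preparation, sequencing or counting that crosses the groups is a candidate explanation, since 94.7% of the 302 genes had the same direction in PC-C-C 54 and 55 against 52, as did 68.4% of the other genes, with a median ratio of the change of 0.782. In animal 51 against PC-C-H 50 and 53 the shares were 88.7% and 55.4%. Neither the labels nor the paper's text gives a batch, and shared ancestry within this outbred colony was not tested and stays open. The control diet and the F2 generation in combination were not tested as a cause either. Only PC-C-C 52 and PC-C-H 51 among the F2 libraries go against that combination, so it stays open. For single comparisons the division and the groups coincide in PR-C vs PR-C-C and PR-C-C vs PR-C-H, and the only values with the division as a term, 0 and 0 genes with limma and 8 and 31 with DESeq2, rest on PC-C-C 52 against 54 and 55.

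The 214 genes shared by these comparisons rest on the 3 PR-C-C libraries that both use, and leaving out PR-C-C 41 left 64. Chance values of the PR-C-C libraries alone are argued against, because the 214 genes also separate libraries that neither comparison uses: their mean log2 normalized count, genes higher in PR-C-C minus genes lower, was at least 3.12 in PC-C-C 54 and 55 and PC-C-H 51 and at most 0.0918 in the other 12. The log2 fold changes of the 2 comparisons had a Pearson correlation across genes of -0.676, and genes are not independent replicates. This lay within the range of 100 simulated sets of unchanged groups with the same shared libraries (median -0.512, lowest -0.873), so the correlation decides nothing. The highest number of shared genes in those sets was 0, against the 214 observed.

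Other splits of the same animals were counted, and with 10 splits the share cannot fall under 0.1. With limma, 2 of 10 splits gave as many genes as PC-C vs PC-H, the other being PC-H 11 and 34 with PC-C 13, with 23 genes. For PR-C vs PR-H, PR-C-C vs PR-C-H and PR-C vs PR-C-C 1 of 10 did, the real one. For the comparisons with 0 genes, PC-C vs PR-C, PC-H vs PR-H, PC-C-C vs PR-C-C, PC-C vs PC-C-C and PR-H vs PR-C-H, it was 10 of 10. For the F1 difference between diet responses, also with 0 genes, it was 100 of 100. These shares decide nothing, since every split gives at least 0 genes. For the PR arm difference and the mean diet response it was 1 of 100. With DESeq2 it was 3 of 10 for PC-C vs PC-H (median 59 genes, highest 461 for PC-H 11 and 34 with PC-C 28), 3 of 10 for PC-H vs PR-H (highest 769 for PC-H 11 and 34 with PR-H 31), 3 of 10 for PC-C-C vs PR-C-C (highest 56, for the split of PR-C-C 41 and PC-C-C 54 and 55), 4 of 10 for PC-C vs PC-C-C (highest 345 for PC-C 13 and 28 with PC-C-C 52) and 3 of 10 for PR-H vs PR-C-H. It was 10 of 10 for PC-C vs PR-C, and 1 of 10 for PR-C vs PR-H, PR-C-C vs PR-C-H and PR-C vs PR-C-C.

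Several of those splits set PC-H 11 and 34, or PC-C-C 52, apart, the libraries nearest to animal 51 in the genes that set it apart. RNA of that kind in PC-H animals is a candidate explanation for part of the 575 DESeq2 genes in PC-H vs PC-C-H. Animal 51 is 1 of the 6 libraries of the division, so its direction was taken against the other 5. Of the 568 genes that were also tested with limma, 83.6% went against that direction in PC-C-H, as did 61.2% of the other genes. Among the 500 genes with the lowest DESeq2 p-values the share was 84% in PC-H vs PC-C-H (other genes 61.3%), 78.4% in PC-H vs PR-H (60.8%) and 24.6% in PC-C vs PC-H (37.2%), where PC-H is the second group. In the 4 comparisons with neither PC-H animals nor libraries of the 6 it was 49.8% to 61.2% (other genes 47.7% to 53.6%). Its tissue or cell type was not tested. The sex of the animals is argued against as the cause of the PC-C vs PC-H genes, because limma gave 17 genes with sex as a covariate. The 3 genes ENSCPOG00000037137, ENSCPOG00000037170 and ENSCPOG00000040428, had at least 29.8 normalized counts in each of the 6 females and at most 1.01 in each male, and animal 51, whose sex is not given, had 0 normalized counts of each.

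The rise of Abcg1, Srebf1 and Mylip under the high fat diet does not need the division of the libraries, because all 11 high fat libraries outside the 6 had more Mylip than every control library outside it. This is in line with a response to the diet, a hypothesis found in these data. Among the lists of genes, those of Figure 4D, Figure 4E, the genes common to all 4 comparisons in Figure 8B and the targets of the LXR receptors, with 4 of 12 members named, had an adjusted p-value of at most 6.25e-07 with limma's camera, and 0.000132 with fry, in each of the 4 diet comparisons. These are not separate results: the LXR list and that of Figure 4D have the same 4 genes tested, Abcg1, Srebf1, Mylip and Scd1, and the other 2 lists share 3 or 4 of them. The chaperone list, with 7 of 36 members named, had 1.13e-09 in PC-C vs PC-H and 0.00227 in PR-C vs PR-H with camera (fry 0.0512), and the unfolded protein response list, with 3 of 25 named, had 3.59e-05 and 0.00558 (fry 0.0933). All members were named through the study's own list for PC-C vs PC-H, so these values are not independent evidence. Lists of sterol synthesis genes, leukocyte genes and adipocyte genes were written down for tests that could not be run, because 0 of their members could be found by name.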
